# A high-resolution map of non-crossover events reveals impacts of genetic diversity on mammalian meiotic recombination

**DOI:** 10.1038/s41467-019-11675-y

**Published:** 2019-08-29

**Authors:** Ran Li, Emmanuelle Bitoun, Nicolas Altemose, Robert W. Davies, Benjamin Davies, Simon R. Myers

**Keywords:** DNA mismatch repair, Homologous recombination, DNA recombination, Genetic hybridization, Genetic variation

## Abstract

During meiotic recombination, homologue-templated repair of programmed DNA double-strand breaks (DSBs) produces relatively few crossovers and many difficult-to-detect non-crossovers. By intercrossing two diverged mouse subspecies over five generations and deep-sequencing 119 offspring, we detect thousands of crossover and non-crossover events genome-wide with unprecedented power and spatial resolution. We find that both crossovers and non-crossovers are strongly depleted at DSB hotspots where the DSB-positioning protein PRDM9 fails to bind to the unbroken homologous chromosome, revealing that PRDM9 also functions to promote homologue-templated repair. Our results show that complex non-crossovers are much rarer in mice than humans, consistent with complex events arising from accumulated non-programmed DNA damage. Unexpectedly, we also find that GC-biased gene conversion is restricted to non-crossover tracts containing only one mismatch. These results demonstrate that local genetic diversity profoundly alters meiotic repair pathway decisions via at least two distinct mechanisms, impacting genome evolution and *Prdm9*-related hybrid infertility.

## Abstract (web summary)

During meiotic recombination, genetic information is transferred or exchanged between parental chromosome copies. Using a large hybrid mouse pedigree, the authors generated high-resolution maps of these transfer/exchange events and discovered new properties governing their processing and resolution.

## Introduction

During meiosis, genetic information is exchanged between homologous chromosomes via the process of recombination. In mammals and other taxa, recombination is essential for the proper pairing of homologous chromosomes (synapsis) and their segregation into gametes and, together with mutation, generates all genetic variation^1,2^. In many species, most recombination events cluster into small 1–2 kb regions of the genome, called recombination hotspots. In mice, humans and likely many other vertebrate species^3^, these hotspots are positioned mainly by PRDM9^4–9^, a zinc-finger protein that binds specific DNA sequence motifs and deposits at least two histone modifications, H3K4me3 and H3K36me3, on the surrounding nucleosomes^10,11^. DNA double-strand breaks (DSBs) subsequently form near a small subset of PRDM9 binding sites in each cell^12^, and DSB processing results in single-stranded DNA decorated with the strand exchange proteins RAD51 and DMC1^8^. Meiotic recombination hotspots can be mapped genome-wide by performing versions of Chromatin ImmunoPrecipitation with high-throughput sequencing (ChIP-seq) in bulk gonadal tissue samples^13–15^. Because H3K4me3 is deposited at essentially all PRDM9 binding sites, meiosis-specific H3K4me3 ChIP-seq enrichment can be used to approximate the frequency of PRDM9 binding at each site^16,17^. DMC1 marks DSB sites prior to repair processing^8^, so DMC1 enrichment at individual hotspots increases both with the rate at which DSBs occur and with the average time until these DSBs are repaired.

Each DSB can ultimately repair by homologous recombination in several ways. First, the single-stranded ends surrounding each DSB must participate in homology search, a still largely unresolved molecular process in meiosis, to identify a suitable repair template within the vast search space of the genome. The homologue is favoured as a repair template, as opposed to the sister chromatid^18^. One exception is the X chromosome, which has no homologue in males and is thought to rely on sister-templated repair later in male meiotic prophase^18^. A minority of DSBs form crossovers (COs), involving reciprocal exchanges between homologues, while many more DSBs become non-crossovers (NCOs), in which a section of genetic material is copied (converted) from the homologue, without the donating chromosome being altered^19^ (Fig. 1a).

**Fig. 1:**
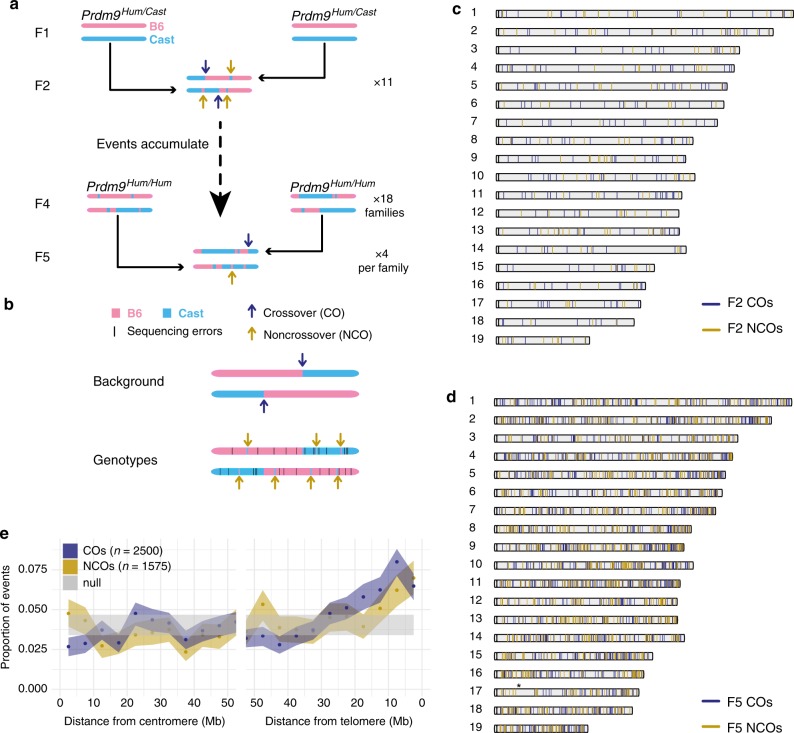
Study design and properties of CO and NCO events. **a** Study design. Arrows indicate locations of de novo CO and NCO events. 11 F2 mice, 36 F4 mice, and 72 F5 mice were sequenced. **b** Detection of NCOs by comparing observed genotypes and background. **c**, **d** Distribution of identified CO breakpoints and NCOs across autosomes from F2 (**c**) and F5 (**d**) animals. **d** Includes both de novo and distinct inherited events from the F5 mice. Asterisk on Chr17 indicates the position of the *Prdm9* gene, which was selected to be homozygous and may show lower power to detect nearby F5 events. **e** Binning all events by their distance to the centromere or telomere (*x*-axis); shaded regions represent 90% bootstrap CIs. “Null” represents the results of scrambling NCO positions uniformly across each chromosome

Although the role of recombination in shaping genetic variation is well understood, our understanding of possible effects in the reverse direction—of local genetic variation on NCO and CO event outcomes—remains very incomplete in mammals. Previous work^20–22^ has revealed impacts of genetic variation on the formation of DSBs, by altering PRDM9 binding properties. We previously published evidence that the degree to which PRDM9 binding is symmetric—that is, whether PRDM9 binds both homologues equally well at each site—predicts increased synapsis and fertility in certain hybrid male mice^23^. Moreover, individual asymmetric hotspots show elevated DMC1 ChIP-seq enrichment relative to H3K4me3, most consistent with the possibility that these DSBs take longer to repair^23^. One study in mice reported that hotspots with high polymorphism rates, particularly those with asymmetry, show fewer COs than expected from their DMC1 enrichment in males^22^. However, their data could not discriminate between the following causal possibilities: (i) genetic diversity *per se* was responsible (similar to findings in yeast^24^); (ii) DMC1 elevation through repair delay entirely drove the signal; or (iii) these sites were preferentially repaired instead by NCO recombination. Despite this important progress, it therefore remains unclear how, or even if, local genetic variation might impact eventual recombination outcomes following DSB formation, or how this might differ for COs and NCOs and between sexes.

Furthermore, many fundamental questions remain about the process of NCO recombination itself due to the difficulty of detecting NCO events, as NCOs are very short^25^ and the ability to detect them relies on the conversion of nearby SNPs, which is less likely to occur in individuals with low heterozygosity. Previous studies in humans^26,27^ have revealed that in males, most (~70%) NCO events occur within PRDM9-positioned recombination hotspots and are predominantly short (<1 kb) and simple: they comprise contiguous tracts of converted SNPs. In contrast, complex NCO events, which contain both converted and non-converted SNPs and often extend over 1 kb, are seen at a greater rate in females than males, and they show an association with maternal age^27^. Finally, human NCO events show a strong overall bias towards G/C bases (68%)^26–28^, as opposed to A/T bases^29–31^, occurring via an unresolved molecular mechanism. This phenomenon is thought to have driven regional differences in the GC-content of many species genome-wide^32–34^. Possible causes of this GC-bias include either subtle event initiation biases^33,35^, or heteroduplex DNA repair pathways^36^. It has been unclear to what extent these findings for humans might generalise to other species, or to what extent findings from individual hotspots^25,28,37^ might generalise to hotspots genome-wide. Importantly, lack of power has prevented resolution thus far of basic questions about meiotic recombination, including any precise estimate of the length of underlying NCO tracts^25–27,38^, the total number of homologous recombination events per meiosis, or where NCO events position relative to PRDM9 binding sites and DSBs, although studies at individual hotspots in mice have suggested a fairly broad distribution^25,39^.

To investigate links between genetic variation and repair outcomes, we mapped both CO and NCO events in mice, including mice humanised at *Prdm9*^23^, in both sexes. Critically, we also gathered complementary H3K4me3 and DMC1 ChIP-seq data (DMC1 data generated elsewhere^40^) in the male parental, or closely related, animals^17,20,22,23,27,40^, allowing us to analyse PRDM9 binding and DSB formation. Together, these data provide an unprecedented opportunity to investigate each step of meiotic recombination genome-wide and with high resolution, from PRDM9 binding, to DSB formation, to CO and NCO repair.

## Results

### Building a high-resolution CO and NCO map

We identified both CO and NCO events in hybrids of two mouse strains: C57BL/6J, humanised at *Prdm9* (hereafter B6^*Hum*^, and predominantly of *Mus musculus domesticus* origin) and CAST/EiJ (hereafter CAST, predominantly of *Mus musculus castaneus* origin). Their high sequence divergence (0.7%; Methods) improves power to detect NCO events in offspring. B6^*Hum*^ is identical to C57BL/6J except that the portion of the B6 *Prdm9* exon 10 encoding the DNA-binding zinc-finger array has been replaced with the orthologous sequence from the human *PRDM9 B* allele^23^, to produce a new allele we label *Prdm9*^*Hum*^, distinct from the *Prdm9*^*Cast*^ allele possessed by CAST. The different *Prdm9* alleles allow us to distinguish the properties of *Prdm9*^*Cast*^ and *Prdm9*^*Hum*^ controlled recombination hotspots, with the humanised allele being of interest because it has not co-evolved with either mouse subspecies’ genome. We sequenced 11 F2 offspring of (B6xCAST)F1 mice, and after breeding for five generations in total to accumulate recombination events controlled by *Prdm9*^*Hum*^, we sequenced 72 (B6xCAST)F5-*Prdm9*^*Hum/Hum*^ mice and their 36 F4 parents (Methods; Fig. 1a; Supplementary Fig. 1; Supplementary Data 1). We also gathered ChIP-seq data for both DMC1^40^ and H3K4me3 in testes from male (B6xCAST)F1-*Prdm9*^*Hum/Cast*^ mice, allowing us to compare these to NCO/CO event outcomes. 

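H3K4me3 is the histone mark that PRDM9 deposits on the nucleosomes around its binding sites, and it also marks active promoters in the testis without PRDM9. Testis chromatin from 23-week-old (B6xCAST)F1-*Prdm9* Hum/Cast males gave 2 H3K4me3 ChIP libraries and 1 input library, all of a single condition. The paper describes 1 testis from each of 2 littermates, whereas the sample labels describe both testes of a single male. The paper's account is used here. If the labels are right, the spread between the replicates is technical. No test of H3K4me3 takes the 2 libraries as its units: the units are autosomes, events, sites, hotspots or peaks, so the p-values do not measure the spread between animals. The authors mapped the reads to mm10 with BWA and Stampy, removed improper pairs and duplicates, computed fragment coverage with samtools and bedtools, and called peaks on both replicates jointly against the input with a likelihood ratio test. Broad peaks were made by merging adjacent enriched bins, and narrow peaks by single-base bins with centres at least 1 kb apart. Each narrow peak carries the authors' own enrichment, a maximum likelihood estimate over local background coverage with 0 for none, which is used here to describe, rank and compare peaks of this list. Broad peaks are deposited without an enrichment, so each was given the highest enrichment of the narrow peaks inside it. A peak was counted as PRDM9-dependent when it overlapped none of the authors' PRDM9-independent regions, which the paper built from peaks shared between mice with different *Prdm9* alleles.

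The deposited peak files, from which the values here come, give depth only as fragments over the centre of each narrow peak. The paper states that the reads are available too, and gives the number of read pairs per replicate. Over 101978 narrow peaks these sum to 17621116 fragments in replicate 1, 19094837 in replicate 2 and 1250138 in the input, with medians of 26, 31 and 8 fragments per peak. Across all narrow peaks the coverage of the 2 replicates had a Spearman correlation of 0.95 and a Pearson correlation of 0.977 on the log2 scale, and across the PRDM9-dependent ones 0.843 and 0.871. Peaks are not independent replicates, so no p is given for these correlations. After scaling to equal totals, the squared difference between the replicates at PRDM9-dependent peaks was on average 1.16 times what counting noise alone gives. Positions of the NCO events, DMC1 hotspots, motifs and haplotype fractions were taken from the paper's table of 1575 NCO events.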

Importantly, the high heterozygosity in these mice enabled us to assign ChIP-seq reads to each homologue separately, providing a measure of homologue-specific PRDM9 binding and DSB formation. 

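The deposited H3K4me3 map held 98334 broad peaks, of which 63291 (64.4%) were PRDM9-dependent and 35043 overlapped a PRDM9-independent region. PRDM9-dependent peaks were narrower and weaker than PRDM9-independent ones. Their median width was 700 bp against 2400 bp, and the median enrichment of the narrow peaks was 2.79 (interquartile range 1.63 to 5.05) against 12.1 (5.70 to 30.6), ranges that do not overlap. The median PRDM9-dependent narrow peak had 15 and 17 fragments in the ChIP replicates and 6 in the input, and the median PRDM9-independent peak 114, 131 and 12. Both replicates lay above the input at 88.3% of the 62533 PRDM9-dependent narrow peaks and at 99.4% of the 39445 PRDM9-independent ones. The number of PRDM9-dependent broad peaks depended on what was required of them. A narrow peak lay inside 54867 of them, and a narrow peak with p under 1e-10 inside 38504.

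The highest enrichments among autosomal PRDM9-dependent peaks (mm10) were 176 at position 93380203 of chromosome 17, which is intergenic, and 146.8 at position 55306058 of chromosome 13, in an intron of Nsd1, a histone methyltransferase gene. Position 79687610 of chromosome 15, in an untranslated region of Josd1 and 309 bp from its nearest annotated start, followed at 131.7. Its coverage of 2644 and 2675 fragments over 19 in the input and its broad peak of 9900 bp set it apart from the others. It lies 210 bp from the nearest PRDM9-independent region, and that broad peak overlaps such regions, so it counted as PRDM9-dependent only as a narrow peak. An intron of Prdm15 at position 97837992 of chromosome 16 reached 124.2, and an intergenic site at position 32225077 of chromosome 15 reached 118.5. The 4 peaks other than that in Josd1 had an input of 0 fragments and between 55 and 108 ChIP fragments per replicate, so the size of their enrichment rests on an empty background.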

23,748 DMC1 peaks correspond to DSB hotspots, and 63,050 PRDM9-dependent H3K4me3 peaks mark PRDM9 binding sites. Essentially all DMC1 peaks show evidence of H3K4me3 enrichment (98% at *p* < 0.05 by likelihood ratio testing; Supplementary Data 2). 

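Most DMC1 hotspots carried a deposited H3K4me3 peak, and those that did not were weaker hotspots. Of 291 DMC1 hotspots with no listed NCO event within 1 kb, 263 (90.4%, exact 95% interval 86.4 to 93.5) had a broad H3K4me3 peak within 1 kb. Random positions on the same chromosomes had a peak in 14.4% of cases on average and in 21.3% at most over 1000 placements. The 28 hotspots without a peak had a median DMC1 enrichment of 20.1 in the paper's table, against 55.6 at the 263 with a peak. The difference in mean log2 DMC1 enrichment was 1.63 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Counting PRDM9-dependent peaks alone left 226 hotspots (77.7%). Among the 1082 listed hotspots that did host an NCO event, 1072 (99.1%) had a broad peak, but these were listed because an event fell in them. In the paper's own table, 281 of the 291 hotspots (96.6%) had a force-called H3K4me3 p under 0.05. The hotspots here are those that the NCO table lists, not the full set of DMC1 peaks.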

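Most PRDM9-dependent H3K4me3 peaks could not be given to an allele by a motif scan within 150 bp of the narrow peak centre. The paper's motif matrices, 31 bp long for *Prdm9* Cast and 48 bp for *Prdm9* Hum, were scored on mm10 within 150 bp of the centres of 60913 autosomal PRDM9-dependent narrow peaks. A motif was called above a score that 1% of flanking windows passed. A *Prdm9* Cast motif alone was found at 4125 peaks (6.77%), a *Prdm9* Hum motif alone at 1547 (2.54%), both at 40 and neither at 55201 (90.6%). Peaks with a *Prdm9* Cast motif alone had a median enrichment of 3.35 and those with a *Prdm9* Hum motif alone 2.96, a difference in mean log2 enrichment of 0.14 (95% bootstrap interval 0.08 to 0.21, two-sided permutation test, p = 5e-05), which was 0.15 in each replicate. Its size depended on the motif calls, at 0.42 (0.36 to 0.49) within 300 bp of the centre and 0.27 (0.10 to 0.43) with a limit of 0.1%. The share of peaks with a *Prdm9* Hum motif alone lies nearer the 1% that the limit lets pass than that for *Prdm9* Cast. Peaks with neither motif had a median enrichment of 2.69, so chance calls may lower the *Prdm9* Hum group more. The difference between the alleles was therefore not separated from the quality of the calls. The window of 150 bp leaves out many motifs. Over all listed motifs, the median distance to the narrow peak centre was 178 bp for *Prdm9* Cast and 174.5 bp for *Prdm9* Hum. The share of peaks with neither motif was 87.3% within 300 bp, and 70.2% with 300 bp and a limit of 5%, a setting chosen afterwards. That limit lets 5% of flanking windows pass for each motif, so part of the fall to 70.2% comes from the setting itself. By the distances above, the low number of peaks given to an allele may in part be a limit of the scan's window. With 300 bp and the limit kept at 1%, 6052 peaks had a *Prdm9* Cast motif alone but only 1633 a *Prdm9* Hum motif alone. For *Prdm9* Hum, a wider window at this limit therefore added few peaks.

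The calls within 150 bp of the centre recover few of the alleles that the paper assigns. Of 461 DMC1 hotspots that the paper assigns to *Prdm9* Cast, 80 had a *Prdm9* Cast motif alone and 0 a *Prdm9* Hum motif alone. Of 671 assigned to *Prdm9* Hum, 12 had a *Prdm9* Hum motif alone, 10 a *Prdm9* Cast motif alone and 649 neither. At these 671 hotspots the *Prdm9* Hum calls therefore lie near the rate set by the 1% limit. With 300 bp and a limit of 5%, a setting chosen after these numbers were seen, 11170 peaks had a *Prdm9* Cast motif alone and 6283 a *Prdm9* Hum motif alone. This setting gave the paper's allele to 290 of 461 and 128 of 671 hotspots. The difference in mean log2 enrichment was then 0.30 (0.27 to 0.34). With 300 bp and the limit kept at 1%, 204 of 461 *Prdm9* Cast hotspots and 17 of 671 *Prdm9* Hum hotspots were given the paper's allele.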

For most peaks, we are able to determine which *Prdm9* allele controls them (Supplementary Note 1). Together these data allow us to compare signatures of PRDM9 binding, DSB formation, and NCO/CO events in both sexes.

To find both CO and NCO events, we developed and applied a Hidden Markov Model (HMM)-based algorithm to infer background states (B6/B6, B6/CAST and CAST/CAST) across the genome in each mouse to test potential gene conversions against (Fig. 1b and Supplementary Note 2). Each SNP is assigned a particular background state. CO events correspond to background changes between successive SNPs. SNPs with genotypes not matching their local background represent either rare NCO events, or common sequencing errors. Following careful filtering to exclude such errors (Supplementary Note 3 and Supplementary Table 1) we identified 183 NCOs and 295 CO events on autosomes from the 11 F2 animals (Fig. 1c) and 1,392 NCOs and 2,205 COs in the 72 F5 mice (Fig. 1d and Supplementary Data 3 and 4). This represents ~3-fold more NCO events identified by direct sequencing, which avoids ascertainment biases, than in the largest previous mammalian study^27^, which was performed in humans - allowing inter-species comparisons. Sequencing-based validation of F2 events (Methods) estimated that 91% of the identified NCO events are real, while using simulations we estimate our power to identify those NCO events containing at least 1 SNP as 73% or above (Methods and Supplementary Fig. 2a, b). In the F5 mice, we were able to identify both de novo and parentally inherited NCO and CO events; and we were able to assign a subset to the maternal or paternal meiosis (Methods). Among the 821 F5 de novo COs, we identified 321 paternal events and 382 maternal events (along with 118 events that were unable to be assigned). NCO events can be assigned to a genetic background by determining whether they result from a DSB on the B6 or CAST chromosome. In the 510 de novo NCOs from F5 mice, we identified 121 paternal events and 130 maternal events (with 259 unassigned). We note that our CO breakpoints are resolved to the sequence level, with a median CO breakpoint resolution of 396 bp.

### Overall event properties

NCO and CO events, as well as DMC1 and H3K4me3, show enrichment nearer to telomeres, especially male COs (Fig. 1e and Supplementary Fig. 2c, d). This is broadly similar to patterns observed in other mice^41–43^, humans^21^, and other organisms such as dogs (which have lost *PRDM9*)^44^, although COs show somewhat stronger telomeric enrichment than NCOs. 

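PRDM9-dependent H3K4me3 peaks were denser towards the distal telomere on most autosomes. Of 60913 autosomal narrow peaks, 6350 (10.4%) lay in the last 10 Mb of their chromosome, against 7.90% expected if each chromosome's peaks were placed uniformly. The excess over uniform placement was a mean log2 ratio of 0.36 ± 0.35 (SD, n = 19 autosomes), and 16 of the 19 autosomes lay above uniform (two-sided sign-flip permutation test over autosomes, p = 0.00031). Chromosome 15 had the largest excess, with 482 of 2582 peaks (18.7%) in 9.79% of its sequence, a log2 ratio of 0.93. Chromosome 4 followed with a log2 ratio of 0.86 and chromosome 16 with 0.82. Chromosomes 3, 17 and 18 lay below uniform, with log2 ratios of -0.18, -0.30 and -0.05. PRDM9-independent narrow peaks had an excess of 0.31 ± 0.47 (SD, n = 19 autosomes, p = 0.0104 by the same test). The difference between the peak classes did not pass the test (PRDM9-independent minus PRDM9-dependent -0.05, permutation p = 0.292). In the last 5 Mb alone the mean log2 ratio of PRDM9-dependent peaks was 0.21 and did not pass the test (permutation p = 0.185).

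**Figure D1:**
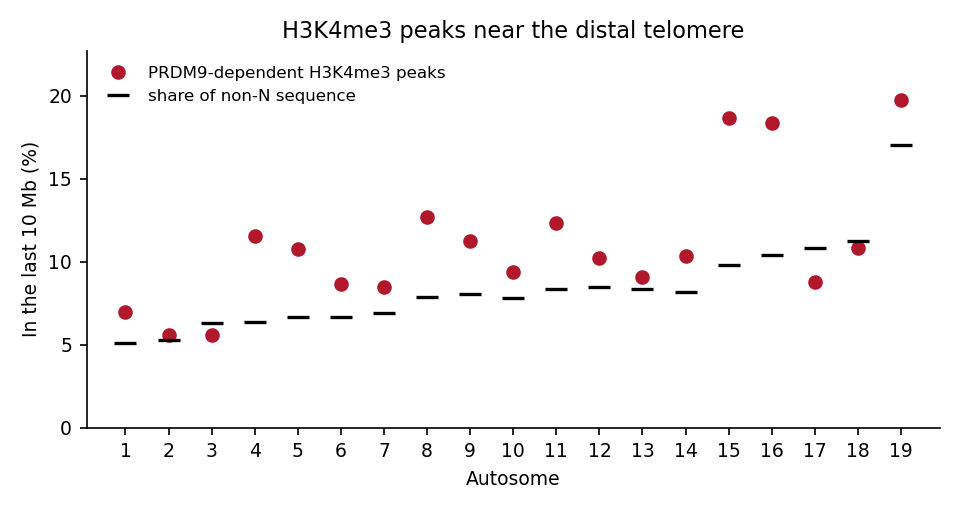
Share of PRDM9-dependent narrow H3K4me3 peaks in the last 10 Mb of each autosome (red points, in percent of that chromosome's peaks) beside the share of its non-N sequence that lies there (black dashes, in percent). The points lie above the dashes on 16 of 19 autosomes and below them on chromosomes 3, 17 and 18.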

NCOs are also enriched near centromeres, especially on smaller chromosomes (Fig. 1e and Supplementary Fig. 2e). Notably, the telomere effect appears less pronounced among events controlled by the *Prdm9*^*Cast*^ allele (Supplementary Fig. 2f). By examining the joint distribution of COs and NCOs in F2 mice, we confirm that NCOs can occur on both sister chromatids within each pair, regardless of whether each sister also has a CO (Supplementary Table 2). We also found that broad-scale CO and NCO rates have a strong positive association with GC content; after controlling for GC content, we found that COs are less likely to occur in regions belonging to the gene-rich chromatin compartment A^45^ (Supplementary Table 3 and Supplementary Note 4).

Surprisingly and in contrast to events in human females, 99.5% of observed NCO events were simple and comprised contiguous tracts of converted SNPs, with no non-converted SNPs amongst them. Similarly, 99.4% of de novo COs were simple background switches. This implies that complex events are extremely unusual in mice. Moreover, we observed a very high overlap of both CO and NCO events with recombination hotspots identified by ChIP-seq, stronger than observed in humans^21,26,27^, with little recombination in the remainder of the genome. 

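NCO events concentrated in a small part of the genome marked by H3K4me3. Sequence within 1 kb of a PRDM9-dependent broad peak makes up 6.88% of the non-N genome, and sequence within 1 kb of any broad peak 13.7%. Of the 1575 listed NCO events, 1140 lay within 1 kb of a PRDM9-dependent broad peak, 204 near PRDM9-independent peaks only, and 231 away from every broad peak. A DMC1 peak centre lay within 1 kb of 1051 (92.2%, exact 95% interval 90.5 to 93.7) of the events near PRDM9-dependent peaks, of 170 (83.3%, 77.5 to 88.2) of those near PRDM9-independent peaks only, and of 11 (4.76%, 2.40 to 8.36) of the events away from every H3K4me3 peak. The peaks were called in male testes only. The table of CO events was held in part, so no overlap was computed for COs.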

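In F2 mice, 135 of 183 NCO events (73.8%, exact 95% interval 66.8 to 80.0) lay within 1 kb of a PRDM9-dependent broad H3K4me3 peak. Events moved at random along their own chromosome did so in 7.37% of cases on average and in 14.8% at most over 1000 placements (permutation of positions, p = 0.001, the smallest that 1000 placements can give). A DMC1 peak lay within 1 kb of 147 F2 events (80.3%, 73.8 to 85.8), and either a DMC1 peak or a PRDM9-dependent H3K4me3 peak of 152 (83.1%, 76.8 to 88.2). When PRDM9-independent peaks also counted, 156 events (85.2%, 79.3 to 90.0) lay near H3K4me3 or DMC1, and all 147 events near DMC1 also lay near a broad H3K4me3 peak. The other 27 events lay near neither mark. These shares carry no adjustment for false-positive events or for chance overlap.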

In F2 mice (whose parents have the same F1 genetic background as the ChIP-seq samples), 96% of CO events and 92% of NCO events overlap either DMC1 or H3K4me3 ChIP-seq peaks (adjusted for false-positive NCO events and chance overlap; 84% unadjusted). This reduces only modestly in F5 mice, where only *Prdm9*^*Hum*^-controlled recombination hotspots are active (Supplementary Table 4), so hotspots identified in the heterozygous F1 mouse are still informative for meioses occurring in F4 mice. 

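In F5 mice, 345 of 510 de novo NCO events (67.6%, exact 95% interval 63.4 to 71.7) and 660 of 882 inherited events (74.8%, 71.8 to 77.7) lay within 1 kb of a PRDM9-dependent broad peak of the F1 males. Random placement gave 7.25% for de novo and 7.23% for inherited events. The share of F2 events was 6.12 percentage points above that of F5 de novo events, a difference that did not pass Fisher's exact test (two-sided, p = 0.135). It depended on the distance and on the peak set. With direct overlap of event and peak, the shares were 72.1% in F2 and 61.8% in F5 de novo events, 10.4 points apart (Fisher's exact test, p = 0.0118). At 1 kb, the difference was 8.90 points with narrow peaks (p = 0.0251) and 9.75 points with peaks of p under 1e-10 (p = 0.0205), but 3.48 points with all broad peaks (p = 0.307, Fisher's exact test for each). It was 6.21 points within 500 bp (Fisher's exact test, p = 0.139) and 4.08 within 2 kb (p = 0.338).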

Our findings also confirm that female recombination mainly occurs in hotspots also active in male mice, in which our ChIP-seq data were gathered, although there may be sex-specific differences in hotspot heat^15^ (Supplementary Fig. 2d).

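Maternal NCO events fell in the H3K4me3 peaks of male testes far more often than chance. Of 130 maternal de novo events in F5 mice, 87 (66.9%, exact 95% interval 58.1 to 74.9) lay within 1 kb of a PRDM9-dependent broad peak, against 7.15% under random placement. Of 121 paternal events, 92 did (76.0%, 67.4 to 83.3), against 7.33% (permutation of positions, p = 0.001 for both sexes, the smallest 1000 placements can give). Maternal minus paternal was -9.11 percentage points and did not pass Fisher's exact test (two-sided, p = 0.125). With direct overlap the shares were 59.2% and 74.4%, a difference of -15.1 points (Fisher's exact test, p = 0.0115), and at 1 kb with peaks of p under 1e-10 they were 53.8% and 71.9%, a difference of -18.1 points (Fisher's exact test, p = 0.0040). The difference was -3.78 points within 2 kb (Fisher's exact test, p = 0.561), -10.6 within 500 bp (p = 0.0725) and -7.60 with all broad peaks (p = 0.125), so the comparison of the sexes depends on the distance allowed and on the peak threshold. The parent of origin is known for only part of the de novo events.

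**Figure D2:**
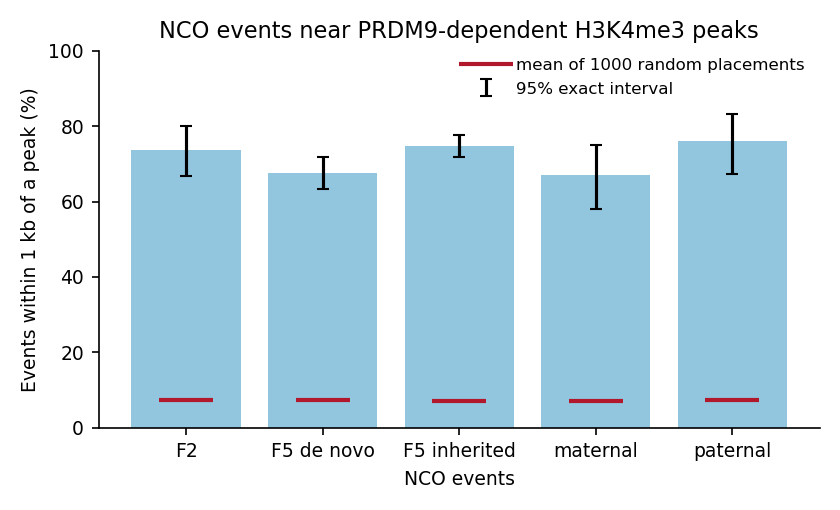
Percent of NCO events within 1 kb of a PRDM9-dependent broad H3K4me3 peak (bars) with exact 95% intervals, for F2, F5 de novo and F5 inherited events and for maternal and paternal F5 de novo events. Red lines give the mean of 1000 random placements, which lie between 7.15% and 7.37% while the bars lie between 66.9% and 76.0%.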

NCO and CO events both occur in individual recombination hotspots with probabilities approximately proportional to their estimated heat using either DMC1 or H3K4me3 enrichment (Fig. 2a–c, Supplementary Fig. 3f): over 50% of all hotspot-associated F2 NCO or CO events occur in only the 4,000 hottest hotspots (ranked by DMC1 enrichment), around one sixth of all hotspots. 

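Among the 135 F2 NCO events near a ranked PRDM9-dependent H3K4me3 peak, the strongest sixth of peaks hosted more than any other sixth. The strongest sixth, 8903 of 53421 autosomal broad peaks, hosted 71 of 135 F2 events (52.6%, exact 95% interval 43.8 to 61.2) and held 47.7% of the summed enrichment (exact binomial test, two-sided, p = 0.263). The sixths from the next strongest to the weakest hosted 31, 13, 7, 10 and 3 events, and over the 6 bins no departure of the events from the enrichment shares was detected (simulated chi-square test, p = 0.304). When heat was the coverage of a single replicate over the input, the strongest sixth hosted more than its share: 62.2% against 43.0% without replicate 1 (exact binomial p = 7.7e-06) and 55.6% against 43.2% without replicate 2 (p = 0.00411). When PRDM9-independent peaks were ranked too, the strongest sixth hosted 15.4% of 156 events while holding 67.1% of the enrichment.

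All 5 peaks in the 50 kb of Fig. 2a, on chromosome 10 of mm10, lie in introns of Ppm1h, a protein phosphatase gene. The peak at position 122898838 (enrichment 3.49, 55 and 45 ChIP fragments over 13 in the input) hosted 2 NCO events, 1 in F2 and 1 inherited in F5 mice, both converting the SNP at 122899014. The listed *Prdm9* Hum motif there spans 122898685 to 122898732, with the reference sequence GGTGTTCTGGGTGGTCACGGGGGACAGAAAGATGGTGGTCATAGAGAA on the plus strand. The stronger peak at 122890321 (enrichment 7.56) hosted 1 inherited F5 event, with converted SNPs from 122890365 to 122890385. The peaks at 122872688, 122894869 and 122913063 had enrichments of 2.03, 1.23 and 2.55 and no listed NCO event. Genome-wide, 999 narrow peaks had 1 NCO event within 1 kb, 110 had 2, 14 had 3 and 5 had 4. The 3 strongest of those with 4 events were an intergenic *Prdm9* Hum-controlled peak at position 18642468 of chromosome 16 (enrichment 9.15), a peak in a coding exon of Ppl, the periplakin gene, at 5102426 of chromosome 16 (8.64), and a peak in an intron of Astl, an egg protease gene, at 127349732 of chromosome 2 (7.70). The strongest peak near an F2 event was, for *Prdm9* Cast, at 4091561 of chromosome 1 in an intron of Rp1 (enrichment 55.4, with 22 and 37 fragments over an input of 0) and, for *Prdm9* Hum, at 34759573 of chromosome 6 in an intron of Cald1 (14.0, with 16 and 14 fragments over an input of 1).

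**Figure D3:**
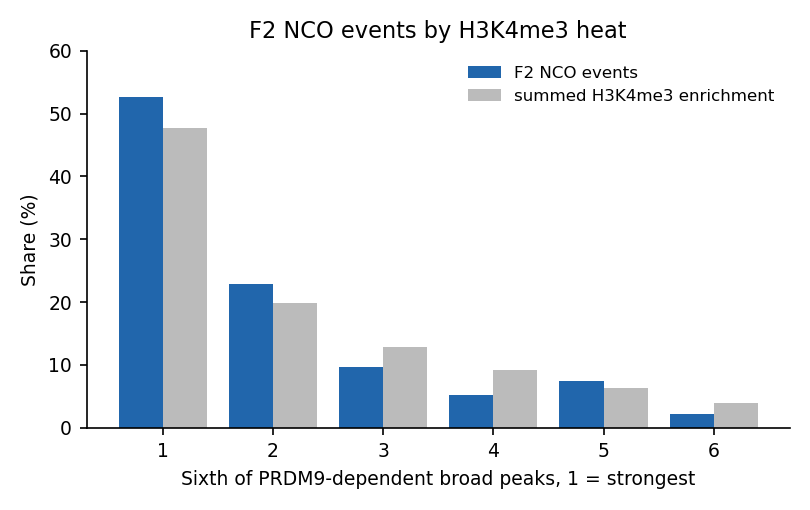
Share of 135 F2 NCO events (blue, in percent) and share of summed H3K4me3 enrichment (grey, in percent) in each sixth of PRDM9-dependent autosomal broad peaks, ordered from the strongest (1) to the weakest (6). The strongest sixth has 52.6% of the events and 47.7% of the enrichment.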

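Among autosomal PRDM9-dependent H3K4me3 peaks that carried a motif of a single allele, *Prdm9* Cast motifs outnumbered *Prdm9* Hum motifs in every sixth by enrichment. In the strongest sixth of narrow peaks, with enrichments of 6.46 and above, 909 peaks had a *Prdm9* Cast motif alone and 266 a *Prdm9* Hum motif alone. In the weakest sixth, with enrichments up to 1.28, the numbers were 507 and 207. *Prdm9* Cast peaks made up 72.7% of the peaks given to an allele and held 75.6% of their enrichment. The split was not tested and depended on the motif calls, with *Prdm9* Cast at 83.5% when 0.1% of flanking windows passed, at 78.8% within 300 bp of the centre, and at 64.0% with 300 bp and 5%, a setting chosen afterwards that changes the window and the limit together. Few *Prdm9* Hum hotspots are recovered by these motif calls, so the split describes motif-bearing peaks and not all binding sites of each protein.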

Strong dominance of *Prdm9*^*Cast*^-controlled over *Prdm9*^*Hum*^-controlled hotspots is observed for both event types, and in our ChIP-seq data (Fig. 2d, e and Supplementary Fig. 3a, b). Because binding sites for the humanised allele have not experienced evolutionary hotspot erosion^20^, this phenomenon cannot explain the dominance of the *Prdm9*^*Cast*^ allele. Others have recently provided evidence that higher expression of *Prdm9*^*Cast*^ than *Prdm9*^*Hum*^ is also unlikely as an explanation^40^, although we cannot rule out that the dominance of the *Prdm9*^*Cast*^ allele over *Prdm9*^*Hum*^ is due to the presence of greater levels of (or more stable) PRDM9^Cast^ protein.

**Fig. 2:**
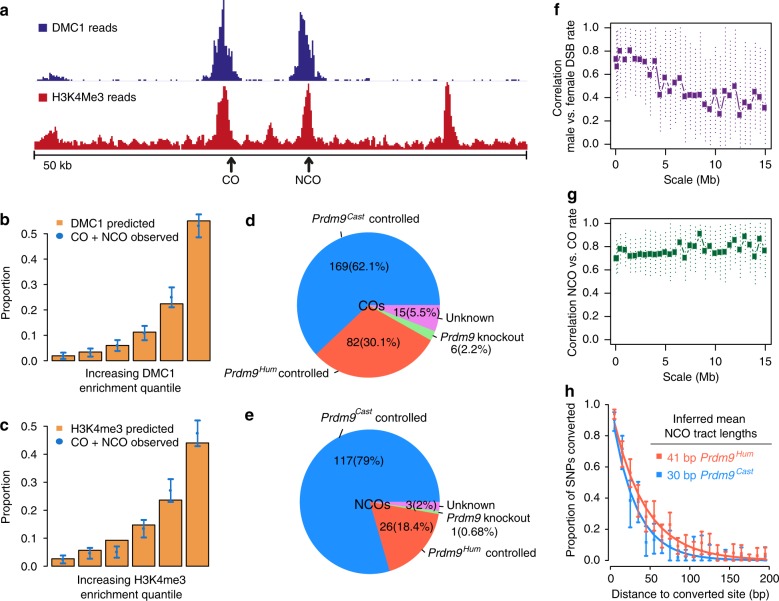
DMC1, H3K4me3, and *Prdm9* allele predict CO and NCO properties. **a** DMC1 and H3K4me3 ChIP-seq peaks in a 50-kb region on Chr10 (starting at mm10 position 122871029), with single NCO and CO events overlapping these peaks. **b**, **c** the proportion of F2 CO + NCO events at hotspots binned by increasing DMC1 (**b**) and H3K4me3 (**c**) ChIP-seq enrichment. **d**, **e** Fraction of COs (**d**) and NCOs (**e**) controlled by the *Prdm9*^*Cast*^ or *Prdm9*^*Hum*^ alleles from F2 mice, overlapping DMC1 hotspots in the *Prdm9* knockout mouse, or non-identifiable (Unknown). **f** Correlation of underlying total recombination rates between females and males (pooling NCO and CO events), for rates binned at different scales (x-axis); dotted lines show 95% CIs for true correlations. **g** As **f**, but showing correlations between (sex-averaged) NCO and CO rates at different scales. **h** Decay in probability that nearby SNPs are co-converted, with inter-SNP distance, conditional on a SNP being converted

Alternatively, or in conjunction, stronger binding affinity of the CAST protein for its motif may underlie the observed dominance. Indeed, both a smaller number and weaker average intensity of PRDM9 (and mirroring H3K4me3) ChIP-seq peaks were recently reported in testes from B6 compared with CAST mice^46^. Similarly, we observe weaker H3K4me3 enrichment at *Prdm9*^*Hum*^-controlled hotspots compared to *Prdm9*^*Cast*^-controlled hotspots (Supplementary Fig. 3e). 

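H3K4me3 was weaker at *Prdm9* Hum motif sites than at *Prdm9* Cast motif sites. The comparison used motif positions listed in the NCO table that lie more than 1 kb from the event, so that they were not chosen for hosting one. The 790 *Prdm9* Cast sites with a PRDM9-dependent narrow peak within 1 kb had a median enrichment of 5.05 and a mean log2 enrichment of 2.31 ± 1.09 (SD), and the 669 such *Prdm9* Hum sites a median of 3.85 and a mean of 1.98 ± 1.08 (SD). The difference in mean log2 enrichment was 0.33 (95% bootstrap interval 0.22 to 0.43), or 1.25-fold (two-sided permutation test over sites, p = 1e-05, the smallest that 100000 resamples can give). It was 0.32 without replicate 1 and 0.30 without replicate 2. The alleles did not differ detectably in how many sites had such a peak, 87.3% of 905 *Prdm9* Cast sites and 85.2% of 785 *Prdm9* Hum sites (Fisher's exact test, two-sided, p = 0.228).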

If occurring also in mice, the propensity of PRDM9^Hum^ to bind to promoters, which have lower DSB and recombination rates in humans and comprise ~10% of its binding sites^16^, might also help make the *Prdm9*^*Cast*^ allele appear even more dominant.

After accounting for sampling variation (Methods), we estimated correlation between recombination rates at different scales (Fig. 2f, g and Supplementary Fig. 3c,d). This revealed sex differences in recombination rates (combining COs and NCOs to gain power), with 100% correlation excluded, and decreasing correlations at broader scales (Fig. 2f). We observe strong (>70%) correlation between sex-averaged NCO and CO rates, although we also find very strong evidence that these events differ in their positioning along the chromosome, especially at broad scales (Fig. 1e and Supplementary Fig. 2), and the NCO rate is much higher than the CO rate at all scales.

### Length, number, and positioning of NCO tracts

We leveraged the high SNP density (~1 SNP per 170 bp) and large number of events in our system to estimate the underlying NCO event tract lengths (accounting for the fact that if a NCO event does not contain a SNP, it is not observed; Methods), separately for hotspots controlled by *Prdm9*^*Cast*^ and *Prdm9*^*Hum*^. The data show relatively good fits to an exponential distribution (Fig. 2h), but with significant differences in estimated mean NCO tract length (*p* = 0.0018 by bootstrapping): 30 bp for *Prdm9*^*Cast*^ (95% confidence interval (CI) 25–35 bp), and 41 bp for *Prdm9*^*Hum*^ (35–48 bp CI). This is unexpected and implies that *Prdm9* alleles can differ in basic properties of how recombination events resolve. We confirmed that this difference cannot be explained by a difference in SNP density surrounding hotspots controlled by each allele (Supplementary Note 5). These tract length estimates are at the lowest end of the broad existing estimates for humans and mice^25–27,38^.

Previous studies using microscopy have reported 200–400 visible DMC1 foci marking individual DSB sites per meiosis in mice^38,47,48^. However, some of these DSBs, e.g. those occurring on the X-chromosome in males, might repair using the sister chromatid, yielding no converted SNPs. Using our sequencing data, we directly estimated the total number of DSBs that repair from the homologue per meiosis. Given our tract length estimates, we inferred an average total of 300.5 DSBs (95% CI 258.5–370.5) per meiosis repairing using the homologue, 90% of these being NCOs^38,49,50^ (Supplementary Note 6). Estimates are very similar in both F1 and F4 parents. This suggests that the vast majority of the estimated 200–400 DSBs per meiosis undergo homologue-templated repair, rather than sister-templated repair^36,51^.

Both NCO and CO event centres distribute symmetrically around PRDM9 binding motifs that we identified within hotspots (Methods, Fig. 3a–d and Supplementary Fig. 4a–d). 

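Among motifs picked for having an NCO event within 500 bp, NCO events lay closer than the centres of narrow H3K4me3 peaks did. In *Prdm9* Cast hotspots, the median distance from the motif was 44 bp (interquartile range 15 to 104) for 395 NCO events and 200 bp (145 to 308) for the narrow H3K4me3 peak centres at 354 motifs. In *Prdm9* Hum hotspots it was 97 bp (39.5 to 245) for 480 events and 186.5 bp (107.5 to 280.5) for the peak centres at 397 motifs. Within 100 bp of the motif lay 74.4% of events and 13.6% of peak centres for *Prdm9* Cast, and 50.6% and 21.2% for *Prdm9* Hum. The choice of motifs by events of that allele's hotspots bounds the event distances but not those of the peaks. The distances were not tested, and they depend on what is taken as the centre of H3K4me3: the middle of the broad peak lay at a median of 83.0 bp for *Prdm9* Cast and 106.5 bp for *Prdm9* Hum, and within 100 bp for 59.3% and 47.7% of peaks, so for *Prdm9* Hum it lay about as close as the events.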

NCO events cluster very near to motifs (potentially overlapping them in 70% of cases; Fig. 3a, d), slightly less strongly than clustering of mapped DSB breakpoints^39^, but with a far tighter range than the DMC1 and H3K4me3 ChIP-seq enrichment values (Fig. 3e, f). CO events spread more broadly (Fig. 3b, c), consistent with previous studies^12,25,39,49^. Thus, NCO gene conversion appears restricted to sites very close to initiating DSBs themselves, and more distantly positioned NCOs appear to occur only rarely, in contrast to results from a single mouse hotspot^25^.

**Fig. 3:**
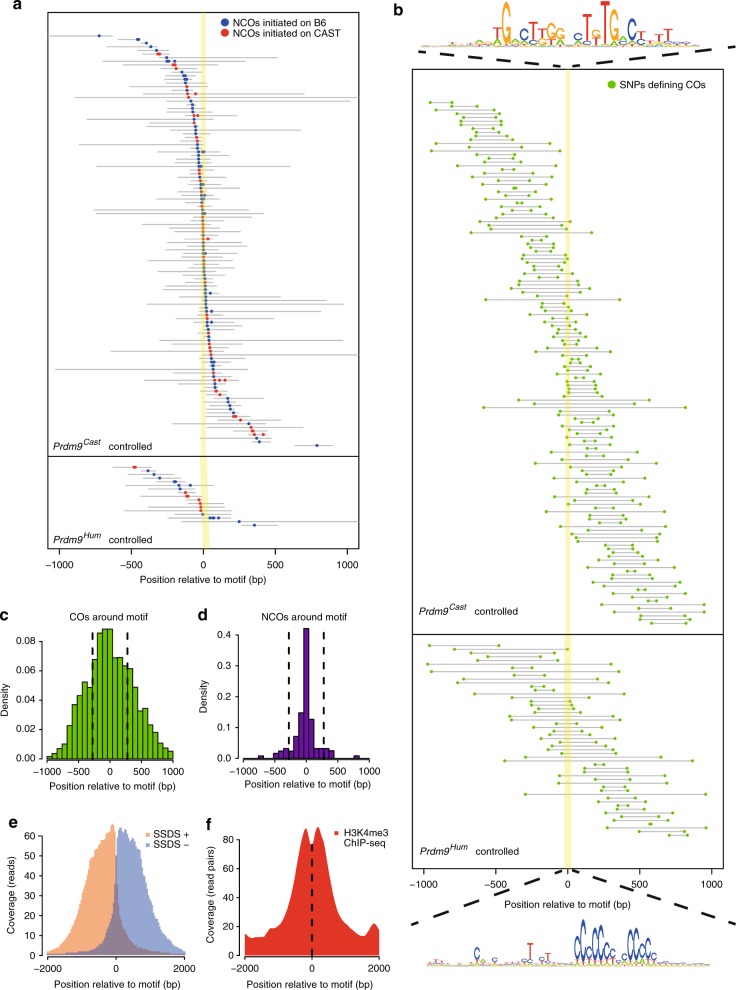
Positioning of NCOs, COs, DMC1, and H3K4me3 around PRDM9 binding motifs. **a** F2 NCOs occurring within hotspots possessing robustly identified PRDM9 binding motifs (114 *Prdm9*^*Cast*^-controlled NCOs and 17 *Prdm9*^*Hum*^-controlled NCOs). Coloured dots are converted SNPs and grey lines represent upper bound of converted tracts. Yellow shading indicates the identified PRDM9 binding target. **b** F2 COs around PRDM9 binding motifs (141 *Prdm9*^*Cast*^-controlled COs and 52 *Prdm9*^*Hum*^-controlled COs). Green dots are SNPs defining CO boundaries within grey delineating regions. COs that have large intervals (>2 kb) between the two defining SNPs are not shown in this plot. **c** Density of COs occurring around motifs. Bar height at each position is proportional to the probability that a breakpoint happens within that bin. **d** Density of NCOs occurring around motifs. The distance between an NCO and motif is defined as the mid-point of the minimal converted tract to the centre of the nearest identified hotspot motif. The distribution was normalised by SNP density in each bin to correct for increased power to see a NCO event where SNP density is high. **e**, **f** Mean DMC1 and H3K4me3 ChIP-seq read coverage around motifs, for the hotspots shown in (**a**)and (**b**). For DMC1, we separated plus strand (SSDS+) and minus strand (SSDS−) reads. Note *x*-axis scale differs from (**c**) and (**d**). Source data for motif logos in **b** are provided as a Source Data file

### Effects of SNP density on GC-biased gene conversion

Our NCO events show strong evidence of AT-to-GC bias, though initially weaker than seen in humans^26^, for both *Prdm9*^*Cast*^-controlled (64%) and *Prdm9*^*Hum*^-controlled (60%) hotspots (*p* < 2 × 10^−9^, two-sided binomial test; Supplementary Table 5). We next focussed on NCO events within *Prdm9*^*Hum*^-controlled hotspots for further investigation, because the genomic GC-content has not evolved alongside this allele. We tested for a difference in NCO tracts containing a single SNP with those containing multiple SNPs (Fig. 4a). Surprisingly, this revealed GC-bias to occur exclusively in single-SNP NCO tracts, which show a near-identical GC-bias (68%) in both males and females (Supplementary Data 5). In complete contrast, no bias (*p* = 0.92, two-sided binomial test) is seen for all multiple-SNP tracts combined, and the difference relative to single-SNP tracts is highly significant (*p* = 1.1 × 10^−7^, Fisher’s exact test). We exactly replicated this finding (*p* = 5.6 × 10^−4^, Fisher’s exact test) in NCO events within hotspots in humans^27^, in both males and females (Supplementary Data 5), so it represents a conserved phenomenon across these mammals. GC-bias strength is unaltered even if DSBs happen only on one homologue (Supplementary Fig. 5a and Supplementary Data 5), implying a mechanism driven by heteroduplex repair^36^ rather than DSB formation^33,35,37^.

**Fig. 4:**
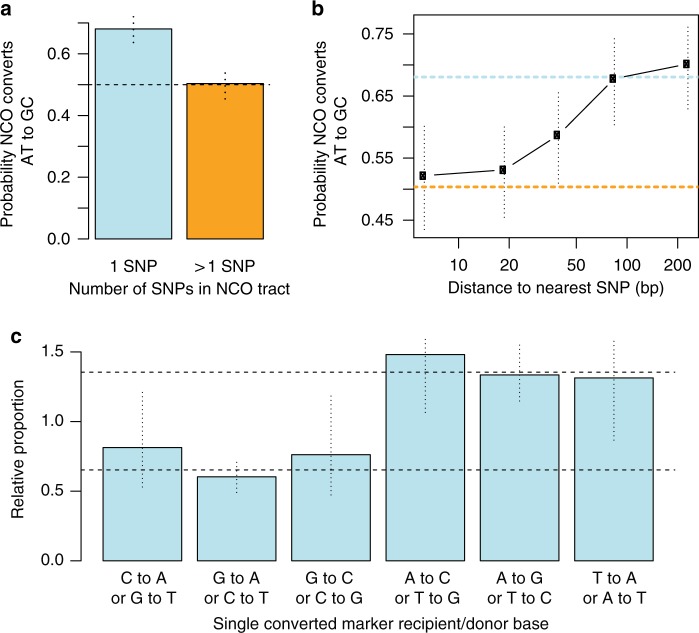
GC-biased gene conversion is absent in multi-SNP NCO tracts. **a** AT-to-GC conversion in single-SNP vs multiple-SNP tracts. **b** GC-bias in groups of converted SNPs, binned according to their distance to the nearest SNP (log-scaled axis). **c** For each of the possible strand-equivalent combinations of NCO donor/recipient alleles (x-axis; e.g. the first bar represents a Strong-to-Weak transversion SNP: recipient C converts to donor A, or G converts to T), the proportion of observed single-SNP NCOs of that type is plotted, relative to the corresponding proportion for the nearest non-converted markers, which lack GC-bias. Vertical lines: 95% CIs (binomial test). Horizontal dotted lines: mean relative proportions for NCO events whose recipient types are G/C or A/T respectively

A restriction of GC-bias to single-SNP tracts might reflect either some GC-biased process preventing longer events occurring, or a direct impact of the number of SNPs within heteroduplex DNA on whether GC-bias occurs. To distinguish between these possibilities, we stratified SNPs by distance to their nearest neighbouring SNP and measured their GC-bias if they fell within NCO events (Fig. 4b). Strikingly, SNPs near to other SNPs, and therefore almost always co-converted with them, show no GC-bias evidence. Conversely SNPs further than typical NCO tract lengths, >100 bp from the nearest SNP, show the ~68% bias observed in humans, in whom SNP density is much lower^26,27^. This implies that local genetic diversity itself influences GC-biased gene conversion at NCOs, and therefore there must be at least two distinct processes operating to repair heteroduplex stretches formed at DSBs, one which is strongly GC-biased, and another which dominates when multiple mismatches exist, and shows no GC-bias.

To further characterise GC-bias, we estimated conversion rates of different types of SNPs in the donor and recipient chromosomes at single-SNP NCO sites (Fig. 4c and Supplementary Note 7). We normalised these relative to their conversion rates in multi-SNP events (Supplementary Fig. 5b), or to flanking SNP composition (Fig. 4c), both of which show no GC-bias and gave near-identical results. The simplest model which can explain the data is if there are two distinct conversion rates: a lower rate if the recipient chromosome (i.e. the homologue in which the DSB occurs) carries a G or a C, and higher rate if the recipient carries an A or a T. For example, G/C transversions appear to convert at the lower rate. This could be explained by a model where a GC-biased repair process can resolve heteroduplex DNA in favour of the recipient chromosome if it carries a G or C base—effectively blocking conversion of that base.

Notably, we do not observe a consistent GC-bias for CO events, which are accompanied by long conversion tracts of ~500 bp in size^25^. However, we did observe a very small number of complex CO events (0.6% of all de novo COs observed), which contain non-converted markers surrounded by converted markers resulting from the same meiosis. In humans, complex COs have also been observed^35,52^ and have been shown to have GC-bias^27,37^. We hypothesised that complex COs and NCOs might result from blocking of conversion of particular markers where the recipient chromosome carries a G or C base, thus generating a GC-bias in the remaining markers which *are* converted. We observed a total of 12 such non-converted markers within 8 complex NCO events, and 7 within 7 complex CO events. Remarkably, for 18 of these 19 cases the recipient chromosome carries a G or C base (*p* = 7.6 × 10^−5^ by two-sided binomial test). These results suggest that while a GC-neutral mechanism operates for most multi-SNP NCO tracts, producing simple events, occasionally some local, almost 100% GC-biased mechanism may operate at individual SNPs to generate rare complex NCO and CO events.

### CO and NCO depletion when PRDM9 fails to bind the homologue

For NCO events, we can identify on which homologue the underlying DSB occurred. In the F2 mice, we observed a bias: 60% of the observed NCOs were initiated on the B6 background (*p* < 10^−3^, two-sided binomial test). This is due to the behaviour of the *Prdm9*^*Cast*^ allele, which accounts for 80% of observed NCO events (Fig. 2e), and which shows a strong preference for binding to the B6 background (Supplementary Fig. 6a; 66% of NCOs, *p* < 10^−3^, two-sided binomial test), explained by evolutionary hotspot erosion of CAST-controlled hotspots on the CAST genetic background^20,22^. Because PRDM9 binding, DSB formation, and NCO formation are all elevated on the B6 chromosome, this implies that no strong compensation mechanism acts to equalise the number of DSBs or recombination events on different homologues, although weaker compensation that we lack power to detect might occur. As expected, the *Prdm9*^*Hum*^ allele binds and initiates recombination events equally on both backgrounds overall (Supplementary Fig. 6a, *p* = 0.63, two-sided binomial test). Furthermore, the fraction of NCOs initiating on the B6 background (from both sexes) correlates highly with the fraction of testis DMC1 and H3K4me3 ChIP-seq enrichment from that background (Supplementary Fig. 6b–e), confirming similar overall hotspot behaviour in both sexes.

Recombination hotspots can be separated into asymmetric cases where DSBs occur mainly on one homologous chromosome, and symmetric cases where DSBs occur equally on both homologues. Among the most asymmetric hotspots, we observed SNPs or indel polymorphisms within 96% of identified motifs overall (Supplementary Fig. 6f), implying their asymmetry is almost always driven by sequence changes disrupting PRDM9 binding on one homologue. Consequently, asymmetric hotspots remain asymmetric in both sexes and between F2 and F5 animals. As in other hybrid mice^23^, we observed that the ratio of DMC1 to H3K4me3 ChIP-seq enrichment increases roughly two-fold at asymmetric hotspots compared to symmetric hotspots (Supplementary Fig. 6g), a fact most easily explained by delayed repair of DSBs for which the homologue is not bound by PRDM9^23^. 

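The ratio of DMC1 to H3K4me3 was higher at hotspots that were asymmetric in H3K4me3. Among hotspots with no listed NCO event within 1 kb, 61 were asymmetric, with under 0.2 or over 0.8 of H3K4me3 reads from the B6 homologue in the paper's table, and 65 were symmetric, with 0.45 to 0.55. The mean log2 ratio of the paper's DMC1 enrichment to the deposited H3K4me3 enrichment was 4.53 ± 1.71 (SD) at asymmetric and 3.90 ± 1.49 (SD) at symmetric hotspots. The difference of 0.63 (95% bootstrap interval 0.09 to 1.18) is 1.55-fold (1.07 to 2.26, two-sided permutation test over hotspots, p = 0.0285). With the paper's force-called H3K4me3 enrichment, which gave a value at 69 asymmetric and 67 symmetric hotspots, it was 1.96-fold (1.52 to 2.53), a change in both the measure and the set of hotspots. With the deposited enrichment, the difference was 1.42-fold (1.21 to 1.66) over 557 hotspots with a listed event. Over all 683 listed hotspots it was 1.38-fold (1.18 to 1.61). The intervals of these larger sets lie below the roughly 2-fold increase that the paper gives. The result depended on the measure of symmetry. With the DMC1 fraction from B6 and the same limits, the difference was 0.34 over 83 asymmetric and 30 symmetric hotspots (permutation p = 0.302), which did not pass the test. H3K4me3 enters both the main measure of asymmetry and the ratio. Among listed *Prdm9* Hum hotspots with an event, 31.0% were asymmetric in the weakest of 3 strata of H3K4me3 and 7.66% in the strongest. Without an event the shares were 43.2% and 9.09%. An effect of asymmetry was therefore not separated from weak H3K4me3. At least 10 informative reads were required, and hotspots without a deposited peak were left out except with the force-called enrichment.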

To test whether such asymmetry might also change the outcomes of DSB repair, we measured the numbers of NCO and CO events actually occurring in asymmetric vs. symmetric hotspots, relative to their expectations according to DMC1 and H3K4me3 enrichment (Methods and Supplementary Note 8).

With all else being equal we expect any two groups of hotspots that are matched to have the same total DMC1 or H3K4me3 enrichment to also have similar numbers of CO and NCO events (Fig. 2b, c). However, when we grouped *Prdm9*^*Hum*^-controlled hotspots according to their (a)symmetry we instead observed a strong depletion of both NCO and CO events in the most asymmetric hotspots (*p* = 10^−27^ and *p* = 10^−23^, chi-square test, respectively, after controlling for factors influencing power; Fig. 5), whether DMC1 or H3K4me3 was used. 

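Asymmetric *Prdm9* Hum-controlled hotspots were rarer among those that hosted an NCO event than among those that did not. Of 597 *Prdm9* Hum hotspots with a listed NCO event within 1 kb, 92 (15.4%) were asymmetric in H3K4me3, against 28 of 96 (29.2%) without an event. Within 3 equal strata of H3K4me3 enrichment the odds ratio was 0.528 (95% interval 0.306 to 0.929, exact conditional test over strata, two-sided, p = 0.0200). In the weakest stratum, 31.0% of hotspots with and 43.2% without an event were asymmetric, in the middle stratum 8.96% and 23.3%, and in the strongest 7.66% and 9.09%. The hotspots without an event are those listed in the NCO table beside events elsewhere, a small part of all hotspots, and the marker density that sets the power to see an event was not controlled. The paper reasons that hotspots matched for total DMC1 or H3K4me3 should host similar numbers of events and finds fewer in the asymmetric ones. Because the humanised allele did not evolve alongside the mouse genome, it concludes that asymmetry itself affects recombination, apart from hotspot erosion, and it proposes that a break is less readily repaired from a homologue that PRDM9 does not bind.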

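Among listed *Prdm9* Cast-controlled hotspots, no difference in asymmetry was detected between those with and without an NCO event. With a listed NCO event, 95 of 369 (25.7%) were asymmetric, and without an event 27 of 99 (27.3%). The odds ratio over strata of H3K4me3 enrichment was 0.985 (95% interval 0.577 to 1.72, exact conditional test, two-sided, p = 1). For *Prdm9* Hum hotspots and F5 de novo events alone, 43 of 276 hotspots with an event (15.6%) were asymmetric, with an odds ratio of 0.530 (0.286 to 0.992, exact conditional test, p = 0.0429). The intervals of the alleles overlap, and whether the alleles differ was not tested.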

We replicated this signal for *Prdm9*^*Cast*^; for both males and females; and for de novo and inherited events in F5 mice, as well as events in F2 mice (Supplementary Note 8 and Supplementary Fig. 7), so this is a general property of asymmetric hotspots in both sexes. Because the *Prdm9*^*Hum*^ allele in particular did not co-evolve alongside the mouse genome, asymmetric hotspots controlled by this allele arise from sequence variants that overlap and disrupt PRDM9^Hum^ binding sites on one homologue or the other by chance (i.e. not due to historical hotspot drive). This implies a mechanistic impact of asymmetry on recombination independent of hotspot erosion or other evolutionary forces^23^.

**Fig. 5:**
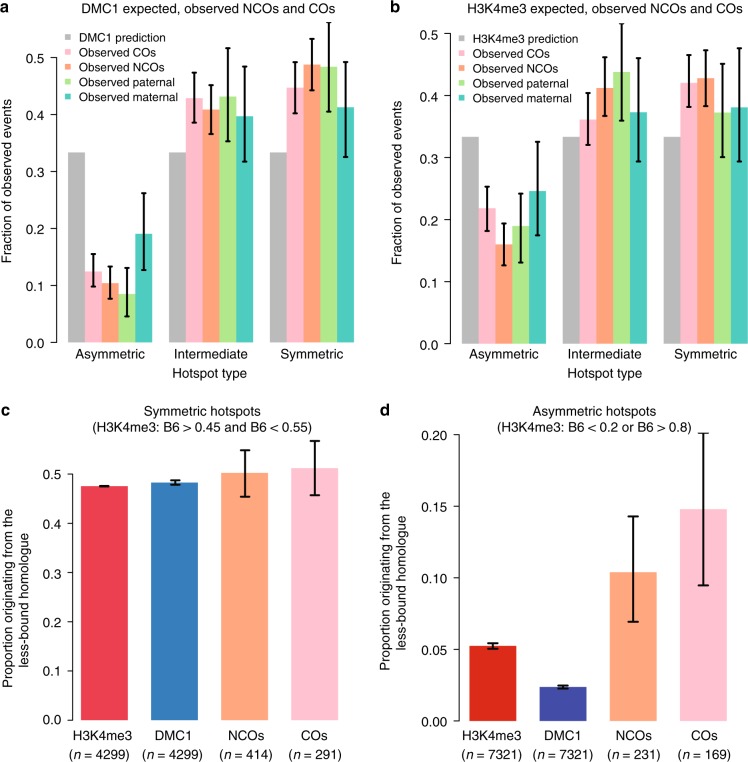
COs and NCOs are depleted in asymmetric hotspots in both sexes. **a** Human-controlled DMC1 hotspots were separated into three bins (asymmetric, intermediate, and symmetric) according to symmetry, so that each bin contains the same number of predicted events according to DMC1 enrichment (Supplementary Note 8). Grey bars show the DMC1-predicted expected fraction of events in each bin. The four coloured bars (vertical lines: 95% CIs) show the observed fraction of (sampled) F5 de novo events: COs, NCOs, and paternal or maternal recombination events. **b** As **a**, except predicted events were defined using H3K4me3. **c**, **d** Expected vs observed initiation biases at symmetric (**c**) and asymmetric (**d**) hotspots, as defined by H3K4me3 symmetry. If asymmetry-related recombination deficiency occurred equally on both homologues, then the fraction of DMC1 reads and the fraction of NCO and CO initiations on the less-bound homologue would be predicted to closely match its fraction of H3K4me3, as in the symmetric case (**c**). Error bars are 95% bootstrap CIs

Importantly, we found that this homologous recombination deficiency is driven by PRDM9 binding asymmetry alone (measured by homologue-specific H3K4me3 enrichment), rather than SNP diversity elsewhere within hotspots (Supplementary Table 6). Furthermore, for DSBs occurring on the less-bound chromosome of asymmetric hotspots (measured by homologue-specific DMC1 enrichment), we found that NCO events occur at the expected rate for symmetric hotspots (Supplementary Note 8). Similarly, we observe that a greater *fraction* of both CO and NCO events initiate on the less-bound homologue compared to the expectation from H3K4me3 or DMC1 asymmetry (Fig. 5c, d). We also observe a reduced fraction of DMC1 enrichment relative to H3K4me3 enrichment on the less-bound homologue, consistent with the more-bound homologue taking longer to repair (Fig. 5c, d). This implies that when DSBs occur at asymmetric hotspots on the more frequently bound chromosome, the resulting lack of observed NCO or CO recombination events must be specifically driven by a lack of PRDM9 binding to its homologue, rather than any impact of diversity per se, even within PRDM9 binding motifs.

## Discussion

Our results indicate a sex-averaged NCO rate in mice carrying humanised *Prdm9* of around 10^−6^ per base, which is strikingly below human estimates of around 4.1 × 10^−6^ and 7.7 × 10^−6^ in males and females, respectively^27^. We estimate that there are 300.5 total COs and NCOs per meiosis in mice, consistent with previous microscopy studies showing there are 200–400 DSBs per meiotic cell^38,47,48^. This implies that most DSBs in mice undergo homologue-templated repair, and it suggests that the true number of NCOs per meiosis in mice is unlikely to be much larger than our estimate. The greater overall NCO rate in humans may be due in part to the greater frequency of long, complex NCOs in humans, which can each convert a large number of sites^26,27^. These long, complex events can extend up to 100 kb and comprise up to 11.3% of human NCOs detected by sequencing; they were also found to be enriched in females and to increase in frequency with maternal age^27^. We found that similar events are nearly absent in mice (0.5% of all NCO events detected in this study, and never as long as those seen in humans). We suggest that this difference may reflect the timespan of dictyate arrest, which occurs before the completion of female recombination, and lasts decades in humans vs. months in mice. These findings support the hypothesis that complex NCO events in humans might arise from the repair of non-programmed DNA damage occurring over time, consistent with the fact that they are different in other ways: they mainly occur outside *PRDM9*-controlled hotspots, they are often longer than 1 kb, and they show GC-bias regardless of their size^27^.

Using DMC1^40^ and H3K4me3 ChIP-seq data, one can infer that DSBs form at a small subset^12^ of PRDM9 binding sites in each cell on average proportionally to the rate of PRDM9 binding to each site^23^. However, we find that the processing, repair and eventual recombination outcomes at each PRDM9 binding site all depend strongly on the sequence of the homologue at that site. In this study, we revealed for the first time that both CO and NCO events are depleted, in both sexes, at asymmetric recombination hotspots (relative to expectations from both H3K4me3 and DMC1 enrichment; Fig. 5 and Supplementary Fig. 7). That is, when the unbroken homologue is not strongly bound and/or marked by PRDM9 (primarily due to motif-disrupting SNPs on the homologue; Supplementary Fig. 6f), the DSB seems less able to repair by homologue-templated recombination. This effect cannot be explained by an increase in genetic diversity alone, as has been suggested^22^; we found that only nearby SNPs that abolish PRDM9 binding symmetry have any association with the CO or NCO rate (Supplementary Table 6). One potential consequence of the reduction of homologue-templated repair at asymmetric hotspots is the mitigation of hotspot erosion caused by the over-transmission of alleles that disrupt PRDM9 binding^20,23^.

A recent crossover-mapping study, which sequenced single sperm from the same mouse cross examined here, similarly found CO depletion and DMC1 excess at asymmetric hotspots^40^. Here we have gone further by demonstrating that both COs and NCOs are depleted at asymmetric sites, showing that many DSBs at asymmetric hotspots are not just delayed in their repair, but they often completely fail to ever repair from their homologue. Moreover, this occurs in female as well as male meiosis. This supports the hypothesis that homology search is the key process disrupted at asymmetric hotspots, rather than downstream events like CO versus NCO repair decisions. One hypothesis is that PRDM9 binding and/or its associated chromatin marks on the unbroken homologue assist the homology search machinery with the challenging task of finding the correct homologous template for repair. This could explain the wider asynapsis and infertility seen in male mice where asymmetric hotspots predominate^23,53^, although additional factors must act to explain sex differences in hybrid fertility. There still remains the question of how asymmetric hotspots are repaired, if not from the homologue, in hybrid mice whose fertility is not disrupted. We suggest that asymmetric hotspots sometimes behave like DSBs on the X chromosome in males, which repair late from the sister chromatid and, like asymmetric hotspots, show excess DMC1 enrichment^18,23^. Because sister-templated repair does not convert any SNPs, we are unable to directly detect such events.

Our results demonstrate that local genetic differences between homologues can also affect the process of GC-biased gene conversion (gBGC) at NCO sites. We confirmed gBGC does not depend on DMC1 enrichment or hotspot symmetry (Supplementary Fig. 5 and Supplementary Data 5), and this implies it must operate downstream of DSB formation, during heteroduplex mismatch resolution. We found that within hotspots in both humans and mice, gBGC acts almost exclusively on potential conversion tracts containing only a single SNP (i.e. mismatch), with essentially identical bias in each species (68% of NCOs convert A/T to G/C; Supplementary Data 5)^26,27^. In contrast, nearly all multi-SNP NCO tracts are simple stretches of converted markers with no apparent GC-bias, implying more than one pathway for heteroduplex repair. It has been hypothesised that gBGC may function to oppose the mutagenic effects of recombination^37^; our results suggest that this effect is weakened at sites with high local heterozygosity, which are also predicted to have a higher gene conversion rate.

As one possible model to explain these gBGC observations, we propose that there are two strand-aware heteroduplex repair pathways at NCOs (illustrated in Fig. 6). The first proposed pathway can repair all types of heteroduplex mismatches and always selects the bases copied from the donor homologue—we call this the donor-biased pathway. The second proposed pathway operates only at heteroduplexes containing a single mismatch with a G or C base on the recipient strand, and it always selects the recipient strand’s base—we call this the GC-restoring pathway. All mismatches repaired by the donor-biased pathway will be observable as gene conversions. However, because the GC-restoring pathway restores the recipient allele, its outcome cannot be directly observed (equivalently, we say gene conversion is blocked at that site). While we cannot formally rule out other possible models of NCO repair, our proposed strand-aware model can fully explain our observations of selective GC-bias as well as our number of observed NCO events while only requiring ~300 total DSBs per meiosis. In contrast, a strand-unaware model would require ~465 DSBs per meiosis, which is outside the range of previous experimental observations^38,49,50^ (Supplementary Fig. 8b and Supplementary Note 7). Furthermore, at 19 observed CO events within highly (>95%) asymmetric hotspots containing a mutation within their PRDM9 motif, we observe transmission of the cold binding site allele to offspring in 95% of cases (Supplementary Note 7), as has been previously observed at an individual hotspot^20^. Therefore, for those longer conversion tracts within CO events at least, a strand-aware mechanism of heteroduplex repair appears to bias repair towards the unbroken donor homologue.

**Fig. 6:**
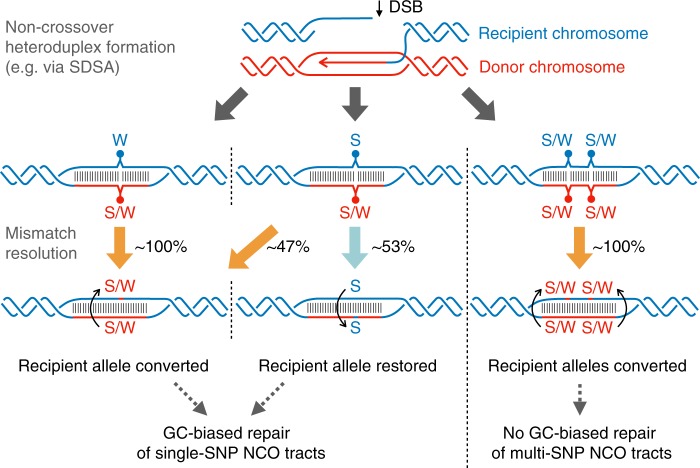
Possible model of NCO mismatch repair pathway choice. NCO repair pathways such as Synthesis-Dependent Strand Annealing (SDSA) form heteroduplex DNA between the recipient homologue’s original sequence (blue) and a small tract of DNA copied from the donor homologue (red). Any mismatching bases must be resolved either by restoring to the recipient allele or converting to the donor allele; only the latter can be detected in offspring. Three possible NCO heteroduplex tracts are depicted, differing in the number and type of mismatch sites (these regions are illustrated as unwound for visual aid purposes only). In all cases, one proposed mismatch repair mechanism (orange arrow) converts site(s) on the recipient chromosome in a donor-strand-biased manner to the allele of the donor chromosome (red). However, in the particular case shown in the middle column—where there is a single mismatch site and the recipient chromosome contains a Strong (S = G or C), not Weak (W = A or T), allele—a different proposed repair mechanism (blue arrow) operates ~53% of the time and restores the G/C recipient allele in a recipient-strand-biased manner, resulting in no observable gene conversions at that site (Supplementary Fig. 8 and Supplementary Note 7). The sum of these two effects can explain the overall 68% bias of observed gene conversions towards G/C

Importantly, both proposed pathways can repair single-GC recipient sites: we calculated that the GC-restoring pathway would need to operate at these sites 53% of the time to account for the observed 68% overall GC-bias among observed events (Fig. 6, Supplementary Fig. 8a, Supplementary Note 7). For example, the GC-biased mechanism might operate only at G or C recipient bases, but not both, which would cap the bias at NCO sites to (at most) 67%, very close to the observed fraction. Almost all observed complex NCOs and COs, though very rare, appear to be explained by this GC-restoring pathway operating on individual SNPs within the tract, with the recipient homologue carrying a G or C base in 95% of such non-converted markers we observed (Supplementary Note 7). Similar behaviour was observed at complex COs within a single human hotspot, suggesting a conserved mechanism across species^37^. Because the proposed GC-biased pathway operates at single SNPs and shows strong base-specific and strand-specific biases, it may involve proteins like those found in the base excision repair (BER) pathway, as previously suggested^29^. In contrast, the proposed donor-biased repair pathway, which can operate on longer stretches including multiple SNPs, is more consistent with proteins in the mismatch repair (MMR) pathway, several of which are known to be essential for meiosis in mice^54,55^.

Here we have uncovered the first examples of local genetic diversity affecting both the ability to undergo homologue-templated repair (due to polymorphisms altering PRDM9 binding symmetry), and the decision to repair via GC-biased gene conversion (depending on the number and spacing of local sequence polymorphisms), both downstream of DSB formation. Another unexpected influence on NCO events, again occurring downstream of DSB formation, is the *Prdm9* allele, with *Prdm9*^*Hum*^-controlled NCOs having an average length 11 bp (37%) longer than *Prdm9*^*Cast*^-controlled NCOs. It is unclear whether this reflects PRDM9 binding directly, or some indirect impact, e.g. how PRDM9 binds relative to nucleosome positions or other genetic or epigenetic features. Further work will need to investigate the exact mechanisms by which PRDM9 binding to the unbroken homologue promotes homologue-templated repair as well as the exact repair pathways that can explain why NCO recombination outcomes depend on local heterozygosity.

## Methods

### Mouse breeding, library preparation and sequencing

CAST/Eij (CAST) mice were sourced from MRC Harwell (UK). The C57BL/6 J (B6) line humanised at the *Prdm9* zinc-finger array (B6^Hum^) was generated previously^23^. Breeding of CAST and B6^Hum^ mice (F0) was carried out in both directions (using females and males of each type) to generate (B6xCAST)F1 hybrid, heterozygous offspring. To study properties of the humanised *Prdm9* allele, we genotyped as previously^23^ and selected 26 F2 mice of each sex homozygous for humanised *Prdm9*. We crossed these animals and their offspring for three further generations and selected 72 F5 offspring, comprising two of each sex from each of 18 pairs of F4 parents. One B6^Hum^ mouse, one CAST mouse, 11 F2 mice and all 18 F4/F5 families (36 F4 parents and 72 F5 offspring) were subjected to whole genome sequencing. Genomic DNA was extracted from spleen using the DNAeasy Blood and Tissue Kit (Qiagen), according to the manufacturer’s instructions. Libraries were prepared by the Oxford Genomics Centre at the Wellcome Centre for Human Genetics (Oxford, UK) using established Illumina protocols (with a Nextera DNA Library Prep Kit, fragmented to an average of 500 bp).

We sequenced to obtain coverage of ~10× for the F0/F4 mice, and 20x for the F2 and F5 mice via the Illumina Hiseq2500 (F0 and 4 F2 mice; paired 100-bp reads) or Hiseq4000 platforms (remaining mice; paired 100-bp reads for 7 F2 mice, paired 150-bp reads for F4 and F5 mice). Sequencing reads were aligned to mm10 using BWA^56^ (v. 0.7.0) followed by Stampy^57^ (v. 1.0.23, option bamkeepgoodreads). We used Picard tools (v. 1.115) (http://broadinstitute.github.io/picard) to merge bam files from different lanes for the same sample and identify duplicate reads. GenomeAnalysisTK-3.3-0 (GATK) was used for local indel realignment followed by base quality score recalibration, and variant calling, using known indel targets and SNPs between B6 and CAST from the Mouse Genome Project (MGPv4) data^58^. We filtered variants using GATK’s Variant Quality Score Recalibrator (VQSR), employing the set of variants present on the Affymetrix Mouse Diversity Genotyping Array as a set of true positive variation^59^. We used the annotations “HRun”, “HaplotypeScore”, “DP”, “QD”, “FS”, “MQ”, “MQRankSum”, and “ReadPosRankSum” to train VQSR, and a sensitivity threshold of 90% for the true positive set to define the set of newly genotyped sites that passed VQSR filtration. Heterozygous sites within the F0 individuals will mimic observed NCOs in the F2 mice. To remove potential hidden heterozygous sites within the F0 individuals, we removed all variants not genotyped as matching the homozygous reference allele in B6, or the homozygous alternative allele for CAST from MGPv4^58^. We obtained 13,946,562 and 13,940,079 reliable autosomal SNPs from the F2 and F5 samples, or roughly one SNP for about every 170 bp, which were used for downstream analysis.

### Identifying unique NCO and CO events

Using the HMM method described in the Supplementary Note 2 to define a background state (homozygous CAST background, heterozygous, or homozygous B6 background) along the genome in each mouse, we identified state changes as CO events. Autosomal genotypes in F2 and F5 mice conflicting with their background were investigated as potential NCO events, but mainly represented sequencing errors. The region chr6:37000000–56000000 (mm10) was removed since it was observed to be not fully inbred in the F0 founders. We filtered to remove false-positive sites (Supplementary Table 1), apparently heterozygous sites in the F0 mice, false heterozygous calls exhibiting unequal numbers of reads supporting the two alleles, false homozygous calls due to low read depth, and others. About 99.97% of potential converted sites are removed. For example, the number of potential converted sites dropped greatly e.g. from 863,082 SNPs potentially converted to 183 distinct identified NCOs (240 SNPs) within the F2 mice.

For COs and NCOs identified in F5 animals, they were treated as inherited if the parents carried an identical event, and otherwise de novo. We identified 821 de novo COs, 1384 inherited COs, 510 de novo NCOs, and 882 inherited NCOs; thus about 37% of the events are de novo for both COs and NCOs. We used a previously described HMM algorithm^60^ to identify parent-of-origin in de novo COs (those occurring in the germ cells of the F4 parents). For de novo NCOs, we were only able to confidently assign parental origin when one of the parents was heterozygous at the converted sites, while the other was homozygous. In this case, the NCO must be inherited from the heterozygous parent.

We removed duplicate inherited CO and NCO events, yielding a set of unique events for downstream analyses. Of 1,575 observed NCO events, only eight were complex and involved background switching within the event. Among these eight NCOs, two of them are F5 de novo NCOs and six of them are inherited NCOs detected from F5 animals. Seven of them overlap a hotspot. Of 1,116 observed de novo CO events from F2 and F5 animals, seven were complex e.g. a CO accompanied by a NCO event. Six of them are from F5 de novo events and one of them is from an F2 animal. Of these seven events, six of them overlap a hotspot.

### NCO validation by Sanger sequencing

Of the 88 NCO events detected in F2 mice, we selected a subset for validation including 19/79 events located within a hotspot (prioritising events located within a single 500 bp region and excluding those located within repetitive regions), as well as all nine events located outside a hotspot. We PCR-amplified short regions (around 500 bp) overlapping the identified NCO sites using genomic DNA from the two F0 mice, the F2 mouse carrying the NCO, and up to three other related and/or unrelated F2 mice, using standard conditions (see Supplementary Table 7 for primer sequences). PCR products were purified using the QIAquick PCR Purification Kit (Qiagen) and analysed by direct Sanger sequencing (Source Bioscience, UK). Sequence data comparison and analysis was carried out using Chromas LITE (version 2.1.1). By comparison of genotypes, we identified true NCOs vs. false positives. This confirmed all 19 NCOs overlapping a hotspot (100%), and of nine non-hotspot cases, four were confirmed (44%). This suggests almost all hotspot-overlapping NCO events are likely real, and a higher false-positive rate in NCOs away from hotspots. Given that 84.2% of the F2 NCO events overlap hotspots (Supplementary Table 4), we estimate an overall fraction of validated detected NCO events as 0.842 + 0.44 × 0.158, i.e. 91.1%.

### Estimating power to identify NCOs

To estimate the power of our method to detect NCO events of varying tract lengths, we simulated NCOs with different mean tract lengths and ran our pipeline for identifying NCO events, including our filters. Because F2 events are controlled by both *Prdm9*^*Hum*^ and *Prdm9*^*Cast*^ and F5 de novo events are controlled by *Prdm9*^*Hum*^ alone, we performed two sets of simulations by using data from 11 F2 samples and 72 F5 samples. Because most recombination events overlap hotspots, we simulated NCOs in hotspot regions. For each mean tract length, we sampled 2,000 hotspots with probabilities proportional to their H3K4me3 enrichment. Within each hotspot, we sampled the centre of the NCO tract according to the distribution of NCOs around PRDM9 motifs after correcting for SNP density, and we sampled its tract length from an exponential distribution with a pre-defined mean tract length (which we varied from 10 to 100 bp with step size 10 and from 150 to 300 bp with step size 50). Sampled NCO tracts containing 0 SNPs were not counted as potentially detectable. Across these 2000 tracts, different animals possessed different ancestral backgrounds. For each tract in each animal, we checked if any of the other animals had a different ancestral background consistent with a gene conversion event in the first animal. If so, we sampled such a donor mouse (other events were ignored). We copied the sequencing information corresponding to the converted sites from the donor mouse, such as the allele depth, and we copied the sequencing information for the background from the recipient, such as mate-pair information. We copied the variant call information rather than reads themselves so all the information we copied was downstream of read mapping and variant calling. This copying process mimics the recombination process and the output would mimic true NCOs. Then, we applied the same filters to this simulated sequencing data at each sampled tract. We calculated our power by dividing the total number of simulated tracts left after filtering by the total number of simulated tracts overlapping at least one SNP (Supplementary Fig. 2a, b).

### H3K4me3 ChIP-seq

We performed ChIP-seq against H3K4me3 in testes from two littermate 23-week-old male (B6xCAST)F1-*Prdm9*^*Hum/Cast*^ mice (C57BL/6J-*Prdm9*^*Hum/B6*^ mother, CAST/Eij father; two biological ChIP replicates—one testis per mouse—plus one input chromatin replicate from one mouse) as previously described^23^ with several important modifications that increased ChIP stringency (underlined in the full protocol below). In brief, the testis tunica was removed, the seminiferous tubules were disassociated with tweezers and fixed at room temperature in 5 ml 1% formaldehyde in 1× PBS for 5 min followed by glycine quenching (125 mM final conc.). Following 2× centrifugation (2000 × *g*) and resuspension in 4 °C 1× PBS, pellets were snap-frozen using dry ice and stored at −80 °C. Frozen pellets were thawed and resuspended in 900 μl 1% SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris pH 8.0, 2× protease inhibitors), dounced 20 times and sonicated in 300 μl aliquots in a Bioruptor Twin (Diagenode) sonication bath at 4 °C for three 5-min periods of 30 s on, 30 s off at high power, then cell debris was pelleted (14,000 × *g*, 15 min, 4 °C) and removed and aliquots were pooled. Sonicated lysates were diluted 1:10 in cold IP wash buffer (100 mM Tris pH 7.5, 500 mM LiCl, 1% NP-40, 1% sodium deoxycholate, filtered with a 0.45 micron filter unit) for antibody incubation. Magnetic beads were washed by adding 50 μl Invitrogen Sheep Anti-Rabbit Dynabeads (Thermo Fisher Scientific) per sample to 950 μl cold PBS/BSA (1× PBS, 5 mg/ml BSA, one tablet Roche Complete protease inhibitor per 50 ml, filtered with 0.45 micron filter). Bead solutions were placed on a magnetic rack and resuspended in 1 ml PBS/BSA four times. The washed beads were resuspended in 100 µl PBS/BSA per sample and added to the diluted chromatin samples for pre-clearing for 2 h at 4 °C with rotation. Beads were removed, and 100 µl of pre-cleared chromatin was set aside for the input control. Five microlitres of rabbit polyclonal anti-H3K4me3 antibody (Abcam ab8580) were added to the remaining pre-cleared chromatin and incubated overnight at 4 °C with rotation. 50 µl beads were washed and resuspended in 1× PBS/BSA as before, then incubated with the diluted chromatin samples for 2 h at 4 °C with rotation. Beads were then washed five times for 3 min each with 10 ml cold LiCl Wash Buffer (100 mM Tris pH 7.5, 500 mM LiCl, 1% NP-40, 1% sodium deoxycholate, filtered with a 0.45 micron filter unit), then washed once with cold 1X TE (10 mM Tris-HCl pH 7.5, 0.1 mM Na_2_-EDTA). Bead pellets were resuspended in 200 μl room-temperature IP elution buffer (1% SDS, 0.1 M NaHCO3, filtered with a 0.45 micron filter unit) and vortexed to mix. Samples were incubated in a 65 °C water bath for 1 h with mixing at 15 min intervals to uncouple beads from protein-DNA complexes. Samples were centrifuged (14,000 rpm, 3 min) and placed on a magnet to pellet beads, and supernatants were isolated and then incubated in a 65 °C water bath overnight to reverse crosslinks. For the input control, 50 µl of pre-cleared chromatin was processed in parallel. After de-crosslinking, samples were further incubated with 80 µg RNase A at 37 °C for 60 min and then with 80 µg Proteinase K at 55 °C for 90 min. DNA was purified using a Qiagen MinElute reaction cleanup kit and quantified using a Qubit High Sensitivity DNA kit (Thermo Fisher Scientific). This yielded roughly 1 ng of ChIP DNA per testis.

ChIP and total chromatin DNA samples were sequenced in multiplexed paired-end Illumina HiSeq2500 libraries (rapid run), yielding 63–71 million 51-bp read pairs per replicate after filtering. Sequencing reads were aligned to mm10 using BWA^61^ (v0.7.0-r313, option -q 10) followed by Stampy^57^(v1.0.23-r2059, option -bamkeepgoodreads), and reads not mapped in a proper pair or with an insert size larger than 10 kb were removed. Read pairs representing likely PCR duplicates were also removed by samtools^61^ rmdup (v0.1.19–44428 cd). Pairs for which neither read had a mapping quality score greater than 0 were removed. Fragment coverage from each replicate was then computed at each position in the genome using in-house code and the samtools^61^ (v0.1.19–44428 cd) and bedtools^62^ (v2.23.0, genomecov -d) packages. Peak calling was performed using our published peak calling algorithm (fully described, open-access, and open-source, in Altemose et al.^16^). Sets of broad H3K4me3 peaks were called by testing for enrichment in 100 bp bins across the genome then merging adjacent significantly enriched bins (at *p* < 10^−5^), which were used for most analyses including overlap calculations. Narrow peaks were called using 1 bp bins and requiring peak centres to be at least 1 kb apart (with a threshold of *p* < 10^−6^); these were used for the broad-scale plots of H3K4me3 enrichment and for the broad-scale GLM analysis. H3K4me3 enrichment was also force-called in 1 kb bins surrounding DMC1 peaks, again using the Altemose et al. algorithm^42^ (these are reported in Supplementary Data 2). PRDM9-independent H3K4me3 peaks were identified by taking the union of all peak regions shared between various pairs of previously published mice with non-overlapping *Prdm9* alleles (*Prdm9*^*PWD/H*^, *Prdm9*^*PWD/B6*^, *Prdm9*^*Hum/Hum*^, *Prdm9*^*B6/B6*^)^23^. The percentage of ChIP-seq read pairs originating from signal (as opposed to background) was estimated to be 87.4%, a significant improvement over our prior, less stringent, experimental method (which yielded 62–71% of read pairs from signal)^23^.

### DMC1 ChIP-seq

DMC1 ChIP-seq data were generated elsewhere^40^. Briefly, single-stranded DNA sequencing (SSDS) DMC1 ChIP-seq was performed as described previously^13^, using testes from a male (B6xCAST)F1-*Prdm9*^*Hum/Cast*^ mouse. ChIP and total chromatin DNA samples were sequenced in multiplexed paired-end Illumina HiSeq2500 libraries (rapid run), yielding 252 million 51-bp read pairs. We processed the data following the algorithm provided by Khil et al.^13^ to map the reads to mm10 and obtain type I reads. We then called DMC1 peaks as previously^23^. We defined NCO and CO events as occurring within hotspots if they were less than 1 kb away from either a DMC1 peak or an H3K4me3 peak (covering 4% of the genome).

### Testing for correlation rates at chosen scales

We assumed that given an underlying vector of (binned) mean values *W*_*k*_ along the genome, the *k*^th^ recombination-related quantity (number of observed recombination or NCO events in various classes), *N*_*ik*_, follows a Poisson distribution with mean *W*_ik_, in interval *i*. The *W*_*k*_ means vary along the genome and represent the underlying recombination rate parameters; this model is accurate provided (as is likely to be case) for a single meiosis, the number of expected events in each bin is small. Then the variance

1 $${\mathrm{Var}}\left( {N_{ik}} \right) = {\mathrm{E}}\left( {{\mathrm{E}}\left( {N_{ik}^2W_{ik}} \right)} \right) - {\mathrm{E}}\left( {W_{ik}} \right)^2 = {\mathrm{E}}\left( {W_{ik}} \right) + {\mathrm{Var}}\left( {W_{ik}} \right)$$

This enabled estimation of the variation in recombination rate along the genome, using the usual standard estimates of the mean and variance of the number of events, across bins genome-wide:

2 $${\mathrm{Var}}\left( {W_{ik}} \right) = {\mathrm{Var}}\left( {N_{ik}} \right) - {\mathrm{E}}\left( {N_{ik}} \right)$$

Further, the covariance

3 $${\mathrm{Covar}}\left( {N_{ij},N_{ik}} \right) = {\mathrm{E}}\left( {{\mathrm{E}}\left( {N_{ij}N_{ik}|W_{ij},W_{ik}} \right)} \right) - {\mathrm{E}}\left( {W_{ik}} \right){\mathrm{E}}\left( {W_{ij}} \right) = {\mathrm{Covar}}\left( {W_{ij},W_{ik}} \right)$$

Combining these results enabled estimation of the underlying correlation between *W*_*j*_ and *W*_*k*_ along the genome based on properties only of the observed Poisson counts *N*_*j*_ and *N*_*k*_:

4 $${\mathrm{Cor}}\left( {W_{ij},W_{ik}} \right) = \frac{{{\mathrm{Covar}}\left( {N_{ij},N_{ik}} \right)}}{{\sqrt {{\mathrm{Var}}\left( {N_{ij}} \right) - {\mathrm{E}}\left( {N_{ij}} \right)} \sqrt {{\mathrm{Var}}\left( {N_{ik}} \right) - {\mathrm{E}}\left( {N_{ik}} \right)} }}$$

The quantities in the above equation are all estimated in the usual way using standard estimates of mean and variance from the observed vectors of counts. At any interval size scale, we bootstrap re-sampled (10,000 times) the resulting disjoint intervals of the genome, to compute CIs for the estimator.

### Motif analysis

We used a Bayesian, ab initio motif finding algorithm to identify motifs within DSB hotspots^16,23^. For each DSB hotspot that is controlled by *Prdm9*^*Cast*^, a 1,000 bp sequence (centred on the hotspot centre) was extracted from the reference sequence (mm10). *Ab initio* motif identification was performed on the centre 600-bp sequences from the top 1,000 hotspots (ranked by DMC1 enrichment) that contained no bases overlapping annotated repeats. Motif calling proceeded in two stages: seeding motif identification, and motif refinement. Each seeding motif was obtained by first counting all 10-mers present in all input sequences, and from the top 50 most frequently occurring 10-mers, the one with the greatest over-representation in the central 300 bp of each peak sequence was chosen. This seeding 10-mer was then refined for 50 iterations as described in Davies et al.^23^. This refined motif was then force-called on the full set of the hotspots (without filtering) by re-running the refinement algorithm, providing a probability of motif occurrence within each hotspot, and also identifying the most likely motif location in each case. This motif was reported for each peak, along with position and strand. We did the same for DSB hotspots controlled by *Prdm9*^*Hum*^ and a 48-bp human motif was identified. We identified distinct sequence motifs, and their locations, within 97% of hotspots controlled by *Prdm9*^*Cast*^ and 74% of hotspots controlled by *Prdm9*^*Hum*^ (Supplementary Fig. 4a)^20,23,27,63^.

We used the SNPs generated as described above to determine whether each motif contains a SNP within its span. The distance from a motif to an event was defined as the distance from the centre of the motif to the nearest converted marker (lower bound for NCOs), or zero if a converted marker fell within the motif itself. We associated events < 1 kb from a motif with that motif-containing hotspot.

### Estimation of NCO tract lengths

To estimate NCO tract length, we assumed the converted tract follows an exponential distribution with rate parameter *λ*, where 1/*λ* is the mean tract length. While exponential tract lengths are not a fully accurate model, we can view this as a summary of tract properties, estimating the probability of co-conversion of pairs of markers as the distance between them increases. We computed a composite likelihood function for our NCOs and estimated *λ* via maximal likelihood. Specifically, for each converted site, viewing this site as a focal site, we examined the SNPs nearby and recorded for each SNP its distance from the focal SNP, and whether that SNP was also converted. If the SNP was also converted, then it was still in the gene conversion tract, otherwise it was not. Using this approach allowed our approach to be independent of SNP density, because we conditioned on SNP positions in our analysis. The probability that a SNP nearby a converted site is also converted is

5 $$\Pr \left( {{\mathrm{SNP}}\;{\mathrm{nearby}}\;{\mathrm{converted}}} \right) = \Pr \left( {{\mathrm{in}}} \right) = {\mathrm{e}}^{ - \lambda d}$$

where *d* is the distance from the nearby SNP to the converted site. We multiply these probabilities across all focal/nearby SNP pairs to obtain the (composite) likelihood of the data:

6 $$\Pr \left( {\mathrm{D}} \right) = \mathop {\prod}\limits_{{\mathrm{all}}\_{\mathrm{pairs}}} {\Pr \left( {{\mathrm{in}}} \right)^x\left( {1 - {\mathrm{Pr}}\left( {{\mathrm{in}}} \right)} \right)^{1 - x}}$$

where *x* = 1 if the SNP nearby is also converted and *x* = 0 otherwise. By maximising the likelihood using grid search for 1/*λ* from 1 to 1000 with step 0.1, we gained an estimate of tract length. Although distinct NCO events are reasonably modelled as independent, because pairs of SNPs within the same NCO event are not in fact independent, this is not a true likelihood (though the resulting estimator is statistically consistent as the number of independent conversion events increases). Therefore, to estimate uncertainty in the resulting estimates, we utilised bootstrapping of NCO events.

To perform bootstraps, we separated autosomal genomes into 258 non-overlapping 10 Mb blocks (the last block in each chromosome is shorter than 10 Mb). We re-sampled 258 blocks with replacement, where the probability of sampling each block is proportional to the length of that block, and from the resulting bootstrapped set of NCOs, re-estimated tract length via the same procedure. CIs were calculated from a total of 10,000 bootstraps. We implemented this procedure for two sets of NCO events; those overlapping human-controlled and those overlapping CAST-controlled hotspots, respectively. Specifically, we used events that overlap a DMC1/H3K4me3 peak to avoid using any false positives. For *Prdm9*^*Hum*^, we used de novo F5 NCOs along with F2 and inherited F5 NCOs controlled by *Prdm9*^*Hum*^ (815 events total). For *Prdm9*^*Cast*^, we used F2 and inherited F5 NCOs controlled by *Prdm9*^*Cast*^ (409 events total).

### Hotspot symmetry estimates

Sequence differences between the CAST and B6 genomes allowed us to quantify the fraction of ChIP-seq enrichment (either DMC1 or H3K4me3), coming from the B6 and CAST chromosomes. This also allowed us to determine whether individual hotspots in these hybrids were symmetric, with DSBs occurring equally on both chromosomes, or asymmetric, with a preference towards either the CAST or B6 chromosome.

Using SNPs distinguishing the B6 and CAST genomes, each type I read pair from a hybrid DSB library (DMC1 ChIP-seq) was assigned to one of the categories “B6”, “CAST”, “unclassified” or “uninformative” as in ref. ^23^, replacing PWD (*Mus musculus musculus* PWD/Ph) with CAST. For each DSB hotspot, the B6 cutting ratio was then computed as the fraction of B6 reads mapped within 1 kb of the hotspot centre, over the sum of B6 and CAST reads in that region. We followed a similar approach for H3K4me3 ChIP-seq, further correcting for background as in ref. ^23^. For both DMC1 and H3K4me3, we required ≥ 10 informative reads to define the B6 cutting ratio.

To order hotspots based on their symmetry, if the fraction of cuts estimated on the B6 and CAST chromosome were *x* and 1−*x*, respectively, we defined the overall hotspot symmetry as 4 × (1−*x*), which ranges from 0 for hotspots with events completely on one chromosome to 1 for hotspots with events occurring equally on both chromosomes^23^. We obtained additional results for events initiating on a known homologue by using homologous heat, defined as *xh*, where *h* is the estimated total heat of the hotspot, for events initiating on the CAST chromosome, and (1−*x*)*h* for events initiating on the CAST chromosome (Supplementary Note 8). Separate estimates of hotspot symmetry and homologous heat may be obtained from both H3K4me3 and DMC1 ChIP-seq data, for the same collection of hotspots. Because the H3K4me3 homologous heat captures how well the homologous chromosome is bound by PRDM9, it may be of stronger direct interest; however, homologous heat is only directly identifiable for NCO events, whose initiating homologue is known. For CO events, to be conservative (avoiding assumptions regarding conversion tracts to estimate homologous heat), we mainly used hotspot symmetry instead of homologous heat. For Supplementary Fig. 7 we used average homologous heat, defined as 2*hx*(1−*x*), which averages homologous heat over the strand an event occurs on.

### Estimating fraction of hotspots containing disrupted motifs

To estimate the proportion of hotspots of different levels of initiation on B6/CAST chromosomes containing SNPs within their PRDM9 binding motifs, we filtered to include only hotspots containing a clear motif (posterior probability > 0.99), and at least 20 informative reads in our DMC1 data in order to accurately estimate the proportion of reads from B6, and 5 sequencing reads from each homologue covering the motif region, to provide power to identify variants if present. Supplementary Fig. 6f shows the fraction of hotspots in each binned level of initiation on the B6 chromosome containing a SNP or Indel (using GATK prior to VQSR, or Platypus). Ninety-six percent of identified highly asymmetric hotspots (B6 initiation < 5% or >95% and *p* < 10^−10^ for binomial test of asymmetry) contained such a polymorphism.

### Testing whether asymmetry or SNP density affects repair

We fitted a generalised linear regression model to discern whether hotspot asymmetry or local SNP density better predicts variation of CO and NCO rates depending on genetic variation. For each hotspot containing an identified PRDM9 binding motif, we produced a binary response vector indicating whether an overlapping CO event occurred and fit a binomial generalised linear model. As model predictors, we used:

(i) The symmetry of the hotspot from DMC1
(ii) The log-transformed heat of the hotspot estimated by H3K4me3 enrichment (the H3K4me3 enrichment is incremented by a small value 0.0001 as there are a few hotspots with zero estimated enrichment)
(iii) SNP densities around the PRDM9 binding motif at different scales (±100 bp, ±500 bp, ±800 bp)

We then tested each coefficient for significance, conditional on the others. We separated the analysis for *Prdm9*^*Cast*^-controlled COs (all generated in the meiosis from F1 where there are two different *Prdm9* alleles) and de novo *Prdm9*^*Hum*^-controlled COs (all generated in the meiosis from F4 where there is only one type of *Prdm9* allele) to eliminate any effects of competition between the two alleles. Conditional on H3K4me3 enrichment and hotspot symmetry, SNP density has no significant effect on where COs happen (*p*-values from all three scales > 0.08) while both H3K4me3 enrichment and hotspot symmetry have significant positive effects on CO events conditional on SNP density (*p* < 0.05).

For NCO events, we performed a similar analysis, except that we corrected for power to detect NCOs by re-sampling the above hotspots according to the weight generated as described in Supplementary Note 8. We note that some hotspots appeared several times after rejection sampling. Again, all scales showed no significant effect of SNP density conditional on H3K4me3 enrichment and hotspot symmetry (*p* > 0.2). For *Prdm9*^*Hum*^-controlled NCOs, results show that H3K4me3 enrichment and hotspot symmetry have significant positive effects on NCOs conditional on SNP density (*p* < 0.003). Results from *Prdm9*^*Cast*^-controlled NCOs also suggest positive effects on prediction of NCOs, but p-values do not reach significance due to the smaller number of these events (<0.2). We discuss the weaker effect of symmetry for *Prdm9*^*Cast*^-controlled NCOs in Supplementary Note 8.

### Ethical compliance

All experiments involving research animals received local ethical review approval from the University of Oxford Animal Welfare and Ethical Review Body (Clinical Medicine board) and were carried out in accordance with the UK Home Office Animals (Scientific Procedures) Act 1986.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Source Data

## Data Availability

The mouse WGS sequencing data and variant calls are available under the SRA study accession SRP189007. The H3K4me3 ChIP-seq reads and peak calls are available under the GEO accession GSE119727. DMC1 ChIP-seq data^40^ were downloaded from GEO accession GSE124991. H3K9me3 ChIP-seq data^64^ from the broad-scale GLM analysis were downloaded from GEO accession GSE61613. The source data underlying Supplementary Tables 2 and 3 are provided as a Source Data file. Any additional data are available on request from the authors.

# Supplementary material for: A high-resolution map of non-crossover events reveals impacts of genetic diversity on mammalian meiotic recombination
**Source:** Nat Commun. 2019 Aug 29;10:3900. doi: 10.1038/s41467-019-11675-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Breeding and sequencing details for all mice (separate .csv file).

Column names are *breeding\_ID*, *sex*, *generation*, *PRDM9\_genotype*, *background*, *father\_ID*, *mother\_ID*, *birth\_date*, *death\_date*, *age\_at\_death*, *sequencing\_ID*, *SRA\_BioSample\_Accession*, *WGS\_PairedRead\_Count*, *WGS\_Coverage*, *Notes*. *Breeding\_ID* matches the mother and father ID styles, while *sequencing\_ID* matches those shown in Supplementary Figure 4 and listed in the SRA metadata. Individual accession numbers are included for each mouse (*SRA\_BioSample\_Accession*), as well as the number of Whole Genome Shotgun reads and rough fold coverage of the genome (*WGS\_PairedRead\_Count*, *WGS\_Coverage*). Mice used for ChIP-seq are indicated in the *Notes* column. Dates are in DD.MM.YY format.

File Name: Supplementary Data 2

Description: All DMC1 peaks on autosomes and ChrX, with force-called H3K4me3 values (separate .csv file).

Column 1: *Chromosome*

Column 2: *Start* (DSB peak centre - 500bp)

Column 3: *Stop* (DSB peak centre + 500bp)

Column 4: *DMC1\_enrichment* (DMC1 ChIP-seq enrichment estimate)

Column 5: *DMC1\_symmetry* (estimated fraction of DMC1 signal from the B6 chromosome)

Column 6: *H3K4me3\_enrichment* (maximum likelihood estimator of force-called H3K4me3 ChIP-seq enrichment in the 1-kb surrounding the peak centre, normalised to local background coverage, minimum 0)

Column 7: *H3K4me3\_symmetry* (expected fraction of H3K4me3 signal from the B6 chromosome)

Column 8: *H3K4me3\_number\_of\_haplotype\_informative\_reads* (expected number of haplotype-informative H3K4me3 reads from signal; can be non-integers as it is an expected value; used to filter out unreliable symmetry estimates, typically by removing sites where this is less than 10)

Column 9: *H3K4me3\_p\_value* (p value from likelihood ratio test against null model with H3K4me3 enrichment = 0)

Column 10: *H3K4me3\_filter\_flag*: (1 = region overlaps an H3K4me3 peak likely to be PRDM9-independent)

Column 11: *Controlling\_PRDM9\_allele* (Prdm9 allele inferred to be controlling the DMC1 peak; either CAST, HUM, MULT, or KO)

Column 12: *H3K4me3\_cov\_r1* (no. of overlapping fragments from ChIP replicate 1)

Column 13: *H3K4me3\_cov\_r2* (no. of overlapping fragments from ChIP replicate 2)

Column 14: *H3K4me3\_cov\_input* (no. of overlapping fragments from ChIP Input; can also be used to filter out potential false positives)

File Name: Supplementary Data 3

Description: 2500 CO positions and properties (separate .csv file).

Column names are *Chromosome*, *Defining\_SNP1*, *Defining\_SNP2*, *Upstream\_background*, *Downstream\_background*, *Initiation*, *DMC1\_peak*, *DMC1\_enrichment*, *DMC1\_symmetry*, *H3K4me3\_enrichment*, *H3K4me3\_symmetry*, *H3K4me3\_number\_of\_haplotype\_informative\_reads*, *H3K4me3\_pvalue*, *H3K4me3\_filter\_flag*, *Controlling\_Prmd9\_allele*, *CAST\_motif\_dis*, *CAST\_motif\_position*, *Human\_motif\_dis*, *Human\_motif\_position*, *Complex\_Flag*, *Parental\_origin*, *Sample\_ID*, *Sample\_ID\_alt1*, *Sample\_ID\_alt2*, *Generation*, *Defining\_SNP1* and *Defining\_SNP2* indicate the 1-based positions of the left and right SNPs defining the CO breakpoint interval. *Initiation* indicates on which background the DSB occurred, when known. *DMC1\_peak* lists the position of the

centre of the overlapping DMC1 peak, around which H3K4me3 enrichment was force-called in a 1-kb bin (H3K4me3 enrichment is fold over background-1). *DMC1\_symmetry* and *H3K4me3\_symmetry* list the proportion of reads from the B6 background (0 is all Cast, 1 is all B6). *H3K4me3\_pvalue* indicates the p-value from a likelihood ratio test of whether the enrichment of H3K4me3 above background is greater than 0. *H3K4me3\_number\_of\_haplotype\_informative\_reads* is used to filter out peaks where a reliable H3K4me3 symmetry call cannot be made due to low coverage (usually filtering sites where this is <10). *H3K4me3\_filter\_flag* is 1 if the peak is potentially PRDM9-independent, 0 otherwise. *Controlling\_Prmd9\_allele* indicates the *Prdm9* allele determined to be controlling the DMC1 peak. *CAST\_motif\** indicates the positions of the nearest *Prdm9*<sup>Cast</sup> and *Prdm9*<sup>Hum</sup> binding motifs, and their distance from the nearest edge of the CO interval (0 if inside the interval). *Complex\_Flag* is 0 if the CO is simple, and 1 if it is complex (i.e. if there is a gene conversion within 1000 bp of the breakpoint from the same meiosis, which can only be certain for F2 and F5 de novo events). *Parental\_origin* is listed when known (Maternal or Paternal). *Sample\_ID* lists the mouse ID in the SRA, while *Sample\_ID\_alt1* lists the breeding ID and *Sample\_ID\_alt2* lists an alternative sample ID that may be present in sample BAM file headers.

File Name: Supplementary Data 4

Description: 1575 NCO positions and properties (separate .csv file).

Column names are: *Chromosome*, *First\_converted\_SNP*, *Last\_converted\_SNP*, *All\_converted\_SNPs*, *Number\_of\_converted\_SNPs*, *Initiation*, *B6\_allele*, *CAST\_allele*, *DMC1\_peak*, *DMC1\_enrichment*, *DMC1\_symmetry*, *H3K4me3\_enrichment*, *H3K4me3\_symmetry*, *H3K4me3\_number\_of\_haplotype\_informative\_reads*, *H3K4me3\_pvalue*, *H3K4me3\_filter\_flag*, *Controlling\_Prmd9\_allele*, *CAST\_motif\_distance*, *CAST\_motif\_position*, *Human\_motif\_distance*, *Human\_motif\_position*, *Nearest\_Upstream\_NonconvertedSNP*, *Nearest\_Downstream\_NonconvertedSNP*, *Complex\_NCO\_Flag*, *Complex\_CO\_Flag*, *Parental\_origin*, *Sample\_ID*, *Sample\_ID\_alt1*, *Sample\_ID\_alt2*, *Generation*. Many column names are the same as for Supplementary Data 3. *First\_converted\_SNP* and *Last\_converted\_SNP* define the boundary positions of the minimal conversion tract. *All\_converted\_SNPs* lists the positions of all converted SNPs in the tract, separated by colons, equal to the *Number\_of\_converted\_SNPs*. For each converted SNP (separated by colons): *B6\_allele* indicates the allele on the B6 background, *CAST\_allele* indicates the allele on the B6 background. Given *Initiation*, the donor and recipient alleles can be deduced. Motif distances are computed from the nearest converted SNP (0 if within the minimal tract). *Nearest\_Upstream\_Nonconverted\_SNP* and *Nearest\_Downstream\_Nonconverted\_SNP* indicate the positions of the nearest non-converted SNPs, which can be used to find the maximal possible tract length for each event. *Complex\_NCO\_Flag* is 0 if the NCO is simple, and 1 if it is complex (not a contiguous conversion tract). *Complex\_CO\_Flag* is 0 if the NCO does not occur within 1000 bp of a CO event in the same meiosis, and 1 if it does (these correspond to the *Complex\_Flag* CO events from Supplementary Data 3).

File Name: Supplementary Data 5

Description: GC-bias for single-SNP versus multi-marker NCO events (separate .xlsx spreadsheet). As Supplementary Table 5, except NCO events are stratified according to whether they contain a single marker, or overlap multiple markers. Results show only human-controlled NCO events in F5 mice. In addition to Supplementary Table 5 categories, we stratify NCO events according to whether they occur in asymmetric vs. symmetric hotspots, strong or weak hotspots, or nearby versus distally from an identified PRDM9 binding motif. All categories show similar results, and GC-bias specific to single-SNP NCO events. We also reanalyse NCO events reported by Halldorsson *et al.* 2016 from human data and show an identical effect (last rows of the table).

How the deposited data were processed for this re-analysis (not part of the article)

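H3K4me3 ChIP-seq was measured in testes of 23-week-old (B6xCAST)F1-*Prdm9* Hum/Cast males, with 2 ChIP libraries and 1 input library of a single condition. The submitters' processing notes name BWA, SAMtools, bedtools and mm10, and the paper adds Stampy and the authors' own likelihood-ratio peak caller. The authors made the coverage values by counting, in each library, the fragments that overlap the centre of a narrow peak, without normalization, so they differ with library size. The deposited enrichment of a narrow peak is the authors' maximum likelihood estimate over local background coverage from both replicates together, with 0 for none, and it is a ratio that becomes large and imprecise where the input has few fragments. The deposited p-value of each narrow peak is the authors' likelihood ratio test against no enrichment, again from both replicates, and very small values are written as 0. Because the peaks were called jointly, the replicates cannot be compared as separate peak sets. They were compared by their coverage at the shared peaks. The broad peaks and the PRDM9-independent regions were deposited as positions only.

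From these files, peaks were counted as PRDM9-dependent when they overlapped none of the PRDM9-independent regions by at least 1 bp. Of the 62533 narrow peaks counted so, 4210 (6.73%) lay inside a broad peak that itself overlapped such a region. Each broad peak took the highest enrichment of the narrow peaks inside it, and the 86.7% of PRDM9-dependent broad peaks that hold a narrow peak were ranked by heat. The positions of NCO events, DMC1 hotspots with their DMC1 enrichment, motif positions, controlling alleles and haplotype fractions came from the paper's table of 1575 NCO events, and the counts of events in bins of 5 Mb from the paper's source table. Events and hotspots were matched to peaks within 1 kb, the paper's distance. A hotspot without an event is a listed DMC1 peak with no listed NCO event within 1 kb. Asymmetric hotspots were compared with all other hotspots in the test over strata and with symmetric ones in the test of the DMC1 to H3K4me3 ratio. The annotation of mm10 was used to name genes, and its chromosome lengths match the positions in the files.

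Chance levels came from 1000 placements of each event or hotspot on non-N sequence of its own chromosome. Differences in mean log2 values were tested by two-sided permutation with 100000 resamples, shares by Fisher's exact test or with exact 95% binomial intervals, which cover counting error only, the telomere excess by flipping signs over 19 autosomes, and the correlation over bins by circular shifts of the bins. Intervals of differences are bootstrap intervals from 2000 resamples. For values without replicate 1 or 2, the coverage of the other replicate over the input replaced the enrichment, with 1 added to both, or to the input alone where peaks were ranked by heat. Motif matrices of the paper were scored on both strands of mm10. The score limits came from 121782 windows 3000 bp away from the peaks. In sequences with planted motifs, 967 of 1000 *Prdm9* Cast and 961 of 1000 *Prdm9* Hum motifs were found within 5 bp on their strand. At the positions the paper lists, the best score lay within 5 bp for 98.2% and 95.1%. Both checks concern the position of a motif and not whether its score passes the limit. They do not give the share of motifs called. The main calls gave the paper's allele to 80 of 461 *Prdm9* Cast and 12 of 671 *Prdm9* Hum hotspots. The distances, the permutation test and the sign flips were also tested on simulated data, and the exact test over strata was checked against Fisher's exact test in single tables. The circular shifts, the random placements and the bootstrap intervals were not tested on simulated data. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

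Regions named in the text follow a rule: every peak in the 50 kb of Fig. 2a, the 5 autosomal PRDM9-dependent peaks of highest enrichment with coverage above input in both replicates, the strongest peak near an F2 NCO event for each allele, the 3 peaks with the most NCO events (ties by enrichment), and the members of 9 promoter lists with 92 genes. Of these genes 91 are annotated, 1 of them through a synonym, and Hbb-b1 was not matched. Enrichment is printed for some of these genes only, and 1 further gene is not reported here. Chromosomes named for the telomere result were picked after their values were seen. The alternatives tried were other distances, peak sets, thresholds, strata and chance levels, and leaving out each replicate. Some choices were made only while the analysis was written: the placement over non-N sequence, the flanks of the motif scan, matching each event to its nearest peak, dropping hotspots without a deposited peak from the ratio and the strata, and leaving broad peaks without a narrow peak out of the ranking by heat. Bootstrap intervals, the comparison of DMC1 enrichment at hotspots with and without a peak, the telomere test of PRDM9-independent peaks, the shares of motif sites with a peak and the split of motif calls by sixths were also added then. Peak counts and overlaps had been looked at before the final versions of the tests. The table of CO events was held in part and entered no overlap. The full list of DMC1 peaks was not used here.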

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

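Both explanations in this part were given written tests before their results were seen; the count of X peaks with an enrichment of 5 or more was computed alongside, without being planned.

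The paper's NCO and CO maps cover the autosomes, and the H3K4me3 map also holds the X chromosome, on which 1620 PRDM9-dependent narrow peaks lay. That is 9.91 peaks per Mb, against 21.3 to 30.9 per Mb on the 19 autosomes. The shortage was not limited to this class: PRDM9-independent narrow peaks numbered 7.67 per Mb on the X and 12.3 to 22.3 per Mb on the autosomes. The median PRDM9-dependent X peak had 10 and 13 fragments in the ChIP replicates over 2 in the input. The autosomal medians were 14 to 15, 17 to 19 and 6 to 7. Median enrichment was 5.52 on the X and between 2.59 and 2.93 on the autosomes. A larger share of the X in PRDM9-independent regions would remove peaks there, but such regions covered 1.38% of the X against an autosomal median of 3.54%, which argues against it. Lower depth over the single X of a male may hide weak peaks: peaks with an enrichment of 10 or more numbered 2.54 per Mb on the X and 1.56 to 2.47 per Mb on the autosomes, and those of 5 or more 5.59 per Mb against 5.45 to 7.77. Neither outcome written down beforehand foresaw a value above every autosome, and enrichment over an input of so few fragments is imprecise, so lower depth stays open. No biological explanation was tested.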

How the results depend on the processing

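The motif setting with 300 bp and 5% was added after the results were seen; the other alternatives, the designs of the main tests and the rule for named regions were written before the data were examined, but details of the tests given in the processing summary were settled after counts and overlaps had been seen. No paired analysis was possible because there is a single condition. Of 127 alternatives over 32 results, 89 kept the direction and the side of the threshold, or moved by less than the interval; for those that follow the cause was not tested. With p under 1e-10, 38504 PRDM9-dependent broad peaks were left, near 60.2% of F5 de novo, 69.8% of inherited and 53.8% of maternal NCO events, and any such broad peak near 78.4% of DMC1 hotspots without an event; F2 minus de novo became 9.75 points (Fisher's exact test, p = 0.0205) and maternal minus paternal -18.1 (p = 0.0040). Direct overlap gave 61.8% of de novo events and 84.9% of hotspots, differences of 10.4 and -15.1 points (Fisher's exact test, p = 0.0118 and 0.0115), and promoter peaks for 71.4% of Leydig and 60.0% of myoid and macrophage genes, below other genes. Narrow peaks gave 78.1% of inherited events, 84.9% of hotspots, 8.90 points (Fisher's exact test, p = 0.0251) and 71.4% of Leydig genes. All broad peaks lay near 85.2% of F2, 81.8% of de novo, 87.4% of inherited, 80.0% of maternal and 87.6% of paternal events. PRDM9-dependent peaks alone covered 77.7% of hotspots, and broad peaks 99.1% of those with an event and 97.2% of all listed. The telomere excess in the last 5 Mb was 0.21 (permutation p = 0.185). The strongest sixth hosted 55.6% to 62.2% of F2 events with 1 replicate left out, above its share of heat, 60.7% against 64.3% by enrichment times length, and 15.4% against 67.1% over all peaks. With DMC1 symmetry the ratio differed by 0.34 (permutation p = 0.302), and for *Prdm9* Cast hotspots the odds ratio was 0.985. The middle of the broad peak lay 83.0 bp (*Prdm9* Cast) and 106.5 bp (*Prdm9* Hum) from the motif. A limit of 0.1% gave 1095 *Prdm9* Cast and 217 *Prdm9* Hum peaks, and 300 bp with 5% gave 11170 and 6283. Depth was not varied; the median PRDM9-dependent peak has 15 and 17 ChIP fragments over 6 in the input. The difference between *Prdm9* Cast and *Prdm9* Hum sites lay between 0.28 and 0.33 under every alternative run.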

Differences from the paper's values

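No test in this part was added after the results were seen, but which peaks count in the share near DMC1 or H3K4me3 was settled after the share with all broad peaks had been seen. No value set beside the paper's in the next sentence was more than 1.5 times away from it at the main setting. For shares as high as 98% and 84% this limit is wide. Even the 77.7% of hotspots with a PRDM9-dependent peak stays within it of 98%, so for shares it does not show a match. The paper's number of PRDM9-dependent peaks is 63050 and the number here 63291, its share of DMC1 peaks with H3K4me3 is 98% against 90.4% here for hotspots without an event, and its unadjusted share of F2 NCO events near DMC1 or H3K4me3 is 84% against 83.1% with PRDM9-dependent peaks and 85.2% with all broad peaks. The paper's share of DMC1 peaks rests on force-called enrichment over its full list, and the share here on deposited peaks at listed hotspots. For F2 events, the paper states a smaller genome share for its hotspot definition than was covered here. Sequence within 1 kb made up 6.88% of the genome for PRDM9-dependent broad peaks and 13.7% for all broad peaks. The peak sets behind the shares of F2 events may therefore not match.

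The paper states that the shortage of events in asymmetric hotspots also holds for those controlled by *Prdm9* Cast. In the listed *Prdm9* Cast hotspots the odds ratio of being asymmetric with against without an NCO event was 0.985 (95% interval 0.577 to 1.72, exact conditional test, p = 1), while for *Prdm9* Hum hotspots it was 0.528 (0.306 to 0.929). The paper's methods also say that, in its model of NCO events with marker density, the effect of symmetry for *Prdm9* Cast had the same direction but was weaker and did not reach significance, for lack of events. The interval here includes a shortage as well as none, so the value here does not contradict that model. No other setting was run for *Prdm9* Cast hotspots.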

Other observations

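In this part, the test against chance overlap was chosen after its result was seen, and so was the rule that the GC explanation is left open where the promoter difference itself does not pass its test; the other tests were written before.

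Beside PRDM9 sites, the H3K4me3 map of these testes marks gene starts. Of 21755 protein-coding genes, 17167 (78.9%) had a broad peak within 1 kb of an annotated start. Among genes of meiotic recombination, 22 of 23 did, including Spo11, which makes the double-strand breaks (enrichment 43.6), the strand exchange gene Dmc1 (14.3), the axis gene Hormad1 (93.3) and Prdm9 itself (113.5); Iho1, annotated as Ccdc36, did not. All 11 synaptonemal complex and cohesin genes had a peak, with Sycp3 at 113.4 and Stag3 at 91.3, as did all 10 spermatid genes, among them Prm1 (14.6) and Spaca1 (43.6), and 9 of 10 spermatogonial genes, with Nanos3 the exception. Genes of the somatic cells that whole testis contains were marked too: 10 of 10 Sertoli genes, 6 of 7 Leydig genes (without Hsd3b1) and 5 of 5 myoid and macrophage genes. All 8 housekeeping genes had a peak. Of 7 genes of other tissues, Gfap, Ttn and Neurod1 had a peak and Alb, Ins2, Myh6 and Krt5 did not. Median enrichment was taken over the starts with a narrow peak, for some lists fewer than those counted above. It was 68.5 for housekeeping (8 genes), 55.4 for synaptonemal complex and cohesin (10) and 40.4 for meiotic recombination (21). It was 18.2 for spermatogonial (9), 15.6 for spermatid (8), 12.2 for Sertoli (9) and 11.6 for Leydig genes (5). It was 6.35 for other tissues (3) and 3.66 for myoid and macrophage genes (4). The differences between these values were not tested. No list differed from the other genes after Benjamini-Hochberg adjustment over the 9 lists (Fisher's exact test, lowest adjusted p = 0.244), and 1 list, other tissues, had an unadjusted p under 0.05 (0.040). The peaks at the starts of Rhox5, Fshr, Gfap, Ttn and Neurod1 counted as PRDM9-dependent.

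At the scale of 5 Mb, bins with more PRDM9-dependent narrow peaks held more events of both kinds. Among the autosomal bins in 4 equal groups by number of peaks, the group with the fewest (median 66.5) had a mean per bin of 2.95 ± 2.46 (SD, n = 118 bins) COs and 1.59 ± 1.54 NCOs by the paper's counts, and the group with the most (median 186) had 7.63 ± 4.13 COs and 4.80 ± 3.01 NCOs. The Spearman correlation across bins, which are not independent replicates, was 0.502 for COs and 0.507 for NCOs, and Pearson's r was 0.509 and 0.479. For both relations p was 0.00212 by circular shifts, the smallest they can give, and Benjamini-Hochberg adjustment over the pair leaves it at 0.00212. With GC content regressed out the Spearman correlations fell to 0.151 (p = 0.00424) and 0.163 (p = 0.00212).

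Of the 1575 NCO events, 204 lay near PRDM9-independent H3K4me3 peaks and near no PRDM9-dependent one. Random placement gave 113 such events on average and 149 at most, which argues against chance overlap with a large peak set as the whole cause. A candidate explanation is that PRDM9 hotspots inside PRDM9-independent regions were removed with those regions: 51.0% of these events (exact 95% interval 43.9 to 58.0) had a listed motif within 500 bp, against 67.5% of events near PRDM9-dependent peaks and 0.433% of events away from every peak. The value passed the bound set beforehand, 50.7%, only narrowly, and motifs were listed only within DMC1 hotspots, so the test partly repeats that 83.3% of these events lay near a DMC1 peak. No biological explanation was tested.

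The paper raises the possibility that PRDM9 Hum binds promoters in mice as it does in humans. Among motif-bearing peaks, 21 of 1547 with a *Prdm9* Hum motif alone (1.36%) and 49 of 4125 with a *Prdm9* Cast motif alone (1.19%) lay within 1 kb of a promoter. The odds ratio of 1.14 (0.65 to 1.95) did not pass Fisher's exact test (p = 0.591). Of the 55201 peaks with neither motif, 1577 (2.86%, 2.72 to 3.00) lay near a promoter, a higher share that was not tested. Of the 671 DMC1 hotspots that the paper assigns to *Prdm9* Hum, 649 also had neither motif. Peaks with a *Prdm9* Hum motif alone lay in sequence with more GC (median 49.7% against 46.5%), and within 4 equal groups by GC content the odds ratio was 0.786 (0.44 to 1.36, exact conditional test, p = 0.440), so GC content stays open for a difference that was not itself detected. These values do not test the possibility that the paper raises, because PRDM9-independent regions were left out, and with them promoter peaks such as all 21 narrow peaks at starts of meiotic recombination genes and all 8 at housekeeping genes. Few *Prdm9* Hum hotspots are recovered by these motif calls, which limits both values further.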
